# DAZAP1 regulates the splicing of *Crem*, *Crisp2* and *Pot1a* transcripts

**DOI:** 10.1093/nar/gkt746

**Published:** 2013-08-21

**Authors:** Hsiang-Ying Chen, Yueh-Hsiang Yu, Pauline H. Yen

## Abstract

Deleted in Azoospermia Associated Protein 1 (DAZAP1) is a ubiquitous heterogeneous nuclear ribonucleoprotein (hnRNP) that is expressed abundantly in the testis. DAZAP1 deficiency in mice results in growth retardation and spermatogenic arrest. Previous reports on DAZAP1’s binding to several naturally occurring splicing mutations support a role for DAZAP1 in RNA splicing. To elucidate the biological function(s) of DAZAP1 and to search for its natural RNA substrates, we used microarrays to compare the expression profiles and exon usages of wild-type and *Dazap1* mutant testes and identified three genes (*Crem*, *Crisp2* and *Pot1a*) with aberrant RNA splicing in the mutant testes. We further demonstrated that DAZAP1, but not DAZAP1 mutant proteins, promoted the inclusion of *Crem* exon 4, *Crisp2* exon 9 and *Pot1a* exon 4 in splicing reporter transcripts in cultured cells. Additional studies on the binding of DAZAP1 to the exons and their flanking intronic sequences and the effects of minigene deletions on exon inclusion identified regulatory regions in *Crem* intron 3, *Crisp2* intron 9 and *Pot1a* intron 4 where DAZAP1 bound and regulated splicing. Aberrant splicing of the *Pot1a* gene, which encodes an essential protein that protects telomere integrity, may partially account for the growth retardation phenotype of DAZAP1-deficient mice.

## INTRODUCTION

Most eukaryotic genes contain introns that are spliced out soon after they are transcribed. RNA splicing is catalysed by the spliceosome, which consists of five small nuclear ribonucleoprotein particles (snRNPs) and a host of RNA-binding proteins that participate in and regulate the event (1). In addition to the 5′ and 3′ splice sites, the branch point and the polypyrimidine tract, which are recognized by the basic components of the spliceosome, RNA splicing also involves many other cis-acting regulatory elements. Based on the location and the effect, these elements are categorized as exonic splicing enhancers (ESEs), exonic splicing silencers (ESSs), intronic splicing enhancers (ISEs) and intronic splicing silencers (ISSs). They are recognized by trans-acting RNA-binding proteins that regulate either or both constitutive and alternative splicing events to determine the inclusion/exclusion of a particular exon. There are two major families of RNA-binding proteins that regulate RNA splicing. The SR (Ser-Arg) proteins in the first family are characterized by one or two N-terminal RNA recognition motif (RRM) domains and a C-terminal RS domain enriched in Arg-Ser dipeptides (2). Most SR proteins bind to ESEs and activate both constitutive and alternative splicing by facilitating splice site recognition (3). Some of these SR proteins are involved in additional cellular functions such as mRNA export, stability and translation. The second family consists of heterogeneous nuclear ribonucleoproteins (hnRNPs) (4). Over half of the 20 or so known hnRNP proteins have been shown to participate in pre-mRNA splicing (1). Most of them, including hnRNP A1, negatively regulate splicing by binding to ESSs and ISSs to block the access of snRNPs to splicing signals or positive regulatory factors to enhancers. Some hnRNP proteins, such as hnRNP F and hnRNP H, bind ISEs instead to stimulate splicing (5). An increasing number of proteins have been reported to function both as repressors and activators depending on the position of their binding site related to the exons that they regulate (6). Thus, RNA splicing is regulated by a host of RNA-binding proteins, some of which are expressed constitutively in all cells whereas others are expressed in tissue or developmental specific manners. Such differential expression of splicing regulatory factors is responsible for the alternative RNA splicing that has greatly increased the complexity of the transcriptome.

Deleted in Azoospermia Associated Protein 1 (DAZAP1) is a more recently identified hnRNP protein that shares several characteristics with hnRNP A1, such as containing two N-terminal RRMs, ubiquitous expression, nucleocytoplasmic shuttling and transcription-dependent nuclear localization (7–9). DAZAP1 interacts with several RNA-binding proteins, including DAZ, DAZL, hnRNPA1, hnRNP A/B, hnRNP D, hnRNP U like 1 and DDX20 (7,10). It also contains a prion-like domain that makes it prone to form toxic cytoplasmic aggregates when over-expressed in yeast (11). DAZAP1 is expressed most abundantly in the testis, present predominantly in the nuclei of late-stage spermatocytes and round spermatids, and the cytoplasm of elongated spermatids (12). It is also present in subnuclear paraspeckles that contain long non-coding RNAs (13). DAZAP1 has been implicated in several cellular processes, including transcription (14,15), mRNA translation (16) and RNA splicing (17–19). The evidence supporting a role for DAZAP1 in RNA splicing so far came from studies on pathological splicing mutations. The first two cases involve the *Neurofibromatosis* (*NF1*) and *Breast Cancer 1* (*BRCA1*) genes where mutations within the exons created new ESSs that were recognized by hnRNP A1/A2 as well as DAZAP1 and resulted in exon skipping (17,18). In a third case, an Alu-derived ISE in the *Ataxia Teleangectasia Mutated* (*ATM*) gene caused the inclusion of a cryptic exon, and hnRNPA1 and DAZAP1 were found to act negatively and positively, respectively, on the exon selection (19). In these three cases, the sequences to which DAZAP1 bound were created by mutations. Thus, the natural substrates of DAZAP1 remain elusive.

We recently generated two *Dazap1* mutant alleles in an attempt to elucidate the biological function(s) of DAZAP1 (20). The *null* allele produced no DAZAP1 protein, whereas the *Floxed with Neo* (*Fn*) allele made an aberrant DAZAP1-Fn protein, which had an insertion of a 166 amino acid segment between the two RRMs. Most mice homozygous for either the *null* or the *Fn* allele died perinatally. The few survivors could live to adulthood but manifested growth retardation and spermatogenic failure. Male adult mutant mice had small testes that contained fully developed spermatocytes but no post-meiotic germ cells. The phenotype of *Dazap1* mutant mice indicates that DAZAP1 is essential for normal mouse development and spermatogenesis. The availability of *Dazap1* mutant mice enabled us to search for DAZAP1 down-stream targets using microarray approaches. Here, we report our identification of *Crem*, *Crisp2* and *Pot1a* as the natural substrates of DAZAP1 and show that DAZAP1 promotes the inclusion of specific exons in these genes.

## MATERIALS AND METHODS

### Animals

Mice used in the study were of a mixed genetic background between C57BL/6 and 129 strains. They were housed in a specific pathogen-free animal facility, and the experiments were approved by the Institutional Animal Care & Utilization Committee of Academia Sinica. Mice homozygous for the *Dazap1 floxed with neo* (*Fn*) allele were generated by crossing between the *Dazap1^+/Fn^* heterozygotes as previously described (20). Adult mice were 2 ∼ 6 months old.

### Microarray processing and data analysis

Total RNAs were extracted from mouse testes with Trizol (Invitrogen, Carlsbad, CA). Microarrays were processed by the Affymetrix Gene Expression Service Lab (AGESL) in Academia Sinica (Taipei, Taiwan), and three independent experiments were performed using different RNA preparations. The Affymetrix Mouse Genome 430 2.0 GeneChip (Affymetrix Inc., Santa Clara, CA) data were analysed using the GeneSpring 7.3 Expression Analysis Software (Agilent Technologies, Santa Clara, CA), whereas the Affymetrix-GeneChip Mouse Exon 1.0 ST array data were analysed with the EASANA analysis system using the service of GenoSplice Technology (Paris, France).

### RT-PCR

Total RNAs were reverse-transcribed (RT) into cDNA by SuperScript III reverse transcriptase using Oligo(dT)_20_ and random hexamers as primers according to the manufacturer’s instruction (Invitrogen). One tenth of the RT products were used as templates together with specific primers (Supplementary Table S1) in subsequent PCR reactions. PCR conditions are given underneath the supplementary table. The products were separated on 2% agarose gels, stained with EtBr, and photographed with the Quantum ST4 imaging system (Vilber Lourmat, Eberhardzell, Germany). The signals were quantified using the Gel-Pro Analyzer program (Media Cybernetics, Warrendale, PA), and statistical analyses were carried out by use of the GraphPad Prism software (GraphPad Software, La Jolla, CA).

### Western blots

Tissue culture cells or mouse testes were lysed/homogenized in the RIPA buffer (50 mM Tris pH 8.0, 150 mM NaCl, 0.1% SDS, 0.5% deoxycholate, 1% NP-40), and protein concentrations were determined by Bradford assays (Bio-Rad, Hercules, CA). About 40 µg of total protein was electrophoresed on 10% SDS-PAGE gels and transferred to PVDF membranes (Merck Millipore, Billerica, MA). The blots were probed with antibodies against CREM (sc-440, Santa Cruz Biotechnology Inc, Santa Cruz, CA), CRISP2 (19066-1-AP, Proteintech, Chicago, IL), POT1A (21), DAZAP1 (22) or β-ACTIN (A5441, Sigma, Saint Louis, MI). The signals were detected using an enhanced ECL chemoluminescence system (Merck Millipore) followed by the BioSpectrum Multispectral Imaging System (UVP, Upland, CA).

### Cell culture and transfection

Mouse embryonic fibroblasts (MEFs) were prepared from E14.5 embryos (23). MEFs and COS7 cells were maintained in DMEM (Hyclone, Fremont, CA) supplemented with 10% fetal bovine serum and 1× penicillin/streptomycin (GIBCO, Eggenstein, Germany). The cultures were incubated at 37°C in a humidified 5% CO_2_ atmosphere. When the cells were grown to 50 ∼ 70% confluency, they were transfected with plasmid DNAs using the TurboFect reagent (Fermentas, Burlington, Ontario, Canada) for COS7 cells and the PolyJet reagent (SignaGen Laboratories, Gaithersburg, MD) for MEFs.

### Minigene construction and splicing analysis

Fragments for minigene constructs were PCR amplified from mouse genomic DNA using primers containing specific restriction sites (Supplementary Table S2) and cloned into the pcDNA3.1(+) expression vector (Invitrogen). Minigenes with specific deletions as well as the expression vector for DAZAP1-ΔRRM were generated by a PCR-mediated deletion approach (24). For the splicing analysis, 0.5 µg of the minigene was co-transfected with 1.5 µg of the appropriate expression vector into COS7 or MEF cells in a 6-cm dish. In the experiments comparing the effects of DAZAP1-Wt, DAZAP1-Fn and DAZAP1-ΔRRM on exon inclusion (Figure 3B), 0.375 µg (instead of 1.5 µg) of the DAZAP1-Wt expression vector was used. The cells were harvested 24 hours later, and total RNA was isolated and reverse transcribed. PCR amplification was carried out using a forward primer specific to the upstream exon (Supplementary Table S2) and a reverse primer BGH-R (5′-tagaaggcacagtcgagg) containing the vector sequence downstream of the cloning site. The products were separated on agarose gels, and the signals of the DNA fragments were analysed by the Gel-ProAnalyzer and GraphPad Prism programs. Percentage of splicing inclusion (PSI) (25) was calculated as the signal of the fragment including the exon divided by the total signals of the fragments with and without the exon.

### Protein expression and purification

The coding sequence of *DAZAP1* cDNA was cloned into the pGEX-5X-1 expression vector (GE Healthcare, Piscataway, NJ) and then expressed in BL21 (DE3) under the induction of 1 mM IPTG at 20°C for 4 h. The recombinant GST-DAZAP1 fusion protein was purified with glutathione S-Sepharose 4B beads according to the manufacturer’s instruction (GE Healthcare).

### Electrophoretic mobility shift assay

To make RNA probes, exon/intron fragments of *Crem* were cloned into the pBluescript vector (Stratagene, La Jolla, MA, USA), and those of *Crisp2* and *Pot1a* were cloned into pCRII-TOPO (Invitrogene). The plasmid DNAs were linealized and transcribed into RNAs in the presence of ^32^P-CTP using Riboprobe in vitro Transcription Systems-T7 according to the manufacturer’s instruction (Promega, San Luis Obispo, CA). The resultant RNA transcripts were purified on G-50 mini columns (Geneaid Biotech, Taipei, Taiwan). Electrophoretic mobility shift assay (EMSA) was carried out according to a modified protocol (26). About 10^4^ cpm of ^32^P-labelled RNA probe was incubated without or with 500 nM GST or GST-DAZAP1 in a 20 µl binding reaction containing 20 mM HEPES (pH 7.6), 3 mM MgCl_2_, 40 mM KCl, 2 mM DTT, 5% glycerol and 5 mg/ml heparin. After incubation at room temperature for 15 min, a portion (10 µl) of each sample was separated on native 5% polyacrylamide gels in 0.25× TBE buffer. Gels were dried and visualized with a Typhoon 9410 Imager (GE Healthcare).

To determine the binding affinity between DAZAP1 and its RNA target, about 10^4^ cpm of ^32^P-labelled RNA probe (at a final concentration of 0.5 ∼ 3.0 nM) was incubated with various concentrations (0–500 nM) of GST-DAZAP1. After gel electrophoresis, signals of the shifted species and the total signals in a lane were quantified using the Gel-ProAnalyzer program. The fraction of RNA that bound to DAZAP1 and the GST-DAZAP1 concentration were plotted on the y- and x-axes, respectively, using the Excel software (Microsoft, Redmond, WA). Kd was determined as the protein concentration at which 50% of the RNA was bound (27). Statistical analyses were carried out by use of the GraphPad Prism software.

## RESULTS

### Identification of genes with aberrant splicing in *Dazap1* mutant mice

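Gene expression was measured in whole testes of Wt mice and of Dazap1 mutants homozygous for the Fn allele (Fn), with 3 samples of each genotype at postnatal day 21, each on its own one-colour Affymetrix mouse expression array. Dazap1 itself was read by 1 probe set, with signals of 4323, 4462 and 5046 in the Wt arrays and 2538, 2735 and 2819.8 in the Fn arrays. This is a log2 change of -0.77 (standard error 0.088, adjusted p = 6.7e-05 from limma), and every Fn value lay below every Wt value. Where this probe set lies relative to the part of the gene altered in the Fn allele is not given in the sources used here, so it checks the sample labels only in part. Actb, the gene for beta-actin and a common reference transcript, had a signal of 14696 ± 3656 (SD, n = 3) in Wt and 15780 ± 4436 (SD, n = 3) in Fn testes, and did not pass the test (log2 change 0.09, adjusted p = 0.74 from limma).

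The authors' values are MAS5 signals, which summarise the probes of each probe set on a linear intensity scale, and the arrays had already been brought to one level: the mean over the middle of each array's values, leaving out the highest and the lowest 2%, ran from 498.3 to 498.5. The median signal was 86.3 to 89.9 in the Wt arrays and 90.0 to 105.2 in the Fn arrays. Signals were set on the log2 scale and tested with limma's moderated linear model, with Benjamini-Hochberg adjustment over the 27022 probe sets of 45037 whose geometric mean was at or above the 40th percentile, a signal of 48.0. Each of the 13447 genes tested was represented by its brightest probe set. The median log2 change of all these genes, Fn minus Wt, was 0.32 on the deposited scale, 0.25 after quantile normalization and 0.17 with the arrays centred on their medians, so the number of genes that rose depends on the scaling. Some list medians are therefore also given relative to the median of all genes. The others are given on the deposited scale alone and are to be read against its 0.32. The number of arrays limits the precision. The paper states that different RNA preparations were used, without naming the animals behind each, and the p-values measure the spread between these samples.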

We initially used the Affymetrix Mouse Genome 430 2.0 array to compare gene expression in the testes of wild-type (*Wt*) and *Dazap1^Fn/Fn^* (*Fn*) mutant mice at day-21 post partum (P21) when both *Wt* and *Fn* testes contained mainly pachytene spermatocytes and few or no haploid spermatids (20). Approximately 2000 and 260 genes showed >2-fold decreases and increases, respectively, in expression level in the mutant testes. 

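Among genes with a mean log2 signal at or above the median of the probe sets tested, the largest falls in Fn testes were larger than the largest rises. Pgk2, the phosphoglycerate kinase of spermatogenic cells, had a signal of 3310.1 ± 173 (SD, n = 3) in Wt and 62.3 ± 3.2 (SD, n = 3) in Fn testes, a log2 change of -5.73 (standard error 0.12, adjusted p = 1.9e-08 from limma). Adam3, a sperm surface protein needed for fertilization, went from 5544 ± 972 to 77.2 ± 75.2 (SD, n = 3 each), a log2 change of -6.71 (adjusted p = 2.1e-05 from limma). Its Fn signals were 53.6, 161.4 and 16.6, and the log2 change was -5.88 without Fn replicate 3. Without Fn replicate 2 the Fn mean lay under the filter level, and the fall was at least 114-fold against it. Others among the 10 largest falls of these brighter genes were Slco6c1 with a log2 change of -6.46 (-4.57 with the mean of probe sets), Hspb9 with -6.19, Trim69 with -5.81, Adam32 with -5.60, Ccdc38 with -5.56, Cmtm2b with -5.43, Nlrp14 with -5.32 and Catsperz, a subunit of the sperm calcium channel, with -5.28. Among their 10 largest rises were Dlk1 with a log2 change of 2.24 (1.20 with the mean of probe sets), Plbd1 with 1.94, Cd9 with 1.82 and the collagen gene Col5a2 with 1.78. Of the others, 3 are X-linked, the cyclin gene Ccnb3 with 2.09, Tktl1 with 1.84 and the germ cell homeobox gene Rhox13 with 1.83. The remaining 3 were Car3 with 1.94 (1.43 to 2.54 over 17 settings), Fabp4 with 1.88 and Scd1 with 1.79, which are abundant in adipose tissue. All 3 Fn values lay beyond all 3 Wt values in 75.6% of the genes tested, where chance gives 10%.

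At more than 2-fold between geometric means, 1872 genes were lower and 1589 were higher in Fn testes. Of these, 1860 and 1555 also passed an adjusted p under 0.05 from limma. At that adjusted p alone, whatever the size of the change, 3328 genes were lower and 6034 were higher. Falls of over 16-fold were found in 249 genes, or 161 with groups under the filter level set to it, and rises of that size in 0. The number of genes higher by more than 2-fold was 748 with the arrays centred on their medians, 881 with centring on the 75th percentile, 2572 without the filter on dim probe sets and 508 when each of the 3 same-numbered Wt and Fn arrays had to differ by more than 2-fold.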

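Genes of pachytene and later germ cell stages were lower in Fn testes, and those of Sertoli cells and of peritubular myoid and stromal cells were higher. The lists hold genes taken as markers of each stage or cell type, and the counts adjusted over the list alone were the same except where given. Of 21 genes of pachytene and diplotene spermatocytes tested, 17 fell and 1, Ccnb3, rose, with a median log2 change of -1.97, or -2.29 relative to all genes (adjusted p = 4.6e-10 from camera, limma's test of a list against the other genes, and adjusted p = 0.29 with an estimated correlation). Ccnb3 is X-linked, and the X chromosome is silenced from pachytene on, so its place in this list is doubtful. Ccna1, the cyclin A of meiotic cells, went from 2279 ± 310 in Wt to 31.2 ± 8.7 in Fn (SD, n = 3 each, adjusted p = 1.1e-07 from limma), which is at least 47.2-fold lower when the Fn signal is taken at the filter level of 48.0. Tbpl1, a TATA-box binding protein relative, had a log2 change of -1.93 (standard error 0.075, adjusted p = 1.5e-07 from limma), or -1.20 with the mean of probe sets.

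Of 20 genes of round spermatids, 19 fell and 0 rose, with a median log2 change of -3.27, or -2.64 with groups under the filter level set to it (camera adjusted p = 1.5e-09; adjusted p = 0.29 with an estimated correlation). They included Actl7b, an actin-like protein of the sperm head, with a log2 change of -4.20, and Dkkl1 with -2.98. Of 13 genes of elongating spermatids, 12 fell and 0 rose at an adjusted p over all probe sets, and 13 fell when adjusted over the list alone, with a median log2 change of -4.43, -4.72 to -3.32 without 1 array, or -3.23 with groups under the filter level set to it (camera adjusted p = 3.9e-07; adjusted p = 0.36 with an estimated correlation). Smcp, a protein of the sperm mitochondrial capsule, went from 1152 ± 219 in Wt to 2.27 ± 0.51 in Fn (SD, n = 3 each, adjusted p = 1.4e-07 from limma), at least 23.7-fold lower against the filter level.

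Of 26 genes of early meiotic prophase, 6 fell, 9 rose and 11 did not pass the test, and the median log2 change was 0.04, or -0.29 relative to all genes (camera adjusted p = 0.73). The synaptonemal complex gene Syce1 fell by 1.53 on the log2 scale and Spo11, which makes the meiotic double-strand breaks, fell by 1.41. The recombinase Dmc1 rose by 1.01 and Tex15 by 0.95. Of 11 genes of differentiating spermatogonia, 10 rose and 1 fell, with a median of 0.86, or 0.54 relative to all genes. Camera gave an adjusted p of 0.065 for this list, 0.040 with the replicate number as a block, 0.039 without Wt replicate 1 and 0.47 with an estimated correlation, and 0.020 to 0.16 over 18 settings. Stra8, the retinoic acid response gene of meiotic entry, rose by 1.16, whereas Dmrtb1 had a log2 change of -3.04. Of 13 genes of undifferentiated spermatogonia, 9 rose and 1, Id4, fell, with a median of 0.88 (camera adjusted p = 0.16).

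Among the other cell types, 18 of 20 Sertoli cell genes rose and 0 fell, with a median of 0.79, or 0.47 relative to all genes (camera adjusted p = 3.3e-04; adjusted p = 0.42 with an estimated correlation). Inhbb, an inhibin subunit, rose from 1887 ± 126 to 3838 ± 198 (SD, n = 3 each, adjusted p = 1.1e-05 from limma). Of 16 genes of peritubular myoid and stromal cells, 14 rose, or 15 adjusted over the list alone, and 0 fell, with a median of 0.89, or 0.57 relative to all genes (camera adjusted p = 4.3e-04; adjusted p = 0.42 with an estimated correlation), including the matrix protein gene Lum with a rise of 1.62. Of 11 genes of Leydig cells, 7 rose (median 0.53, camera adjusted p = 0.48), as did 7 of 15 macrophage genes, where Aif1 fell (median 0.53, camera adjusted p = 0.52), 4 of 10 endothelial genes, or 3 adjusted over the list alone (median 0.49, camera adjusted p = 0.31) and 1 of 3 erythroid genes, Alas2 (median 0.45, camera adjusted p = 0.66). Of 4 epididymal genes, Rnase10 fell and 0 rose, with a median of 0.47 while camera's direction was down (adjusted p = 0.73). That median was -0.08 without Wt replicate 1 and 0.67 without Fn replicate 1, so its direction depends on single arrays. Lcn5 and Spink8 had adjusted p values of 0.077 and 0.14, or 0.025 and 0.0021 with the replicate number as a block. Without Wt replicate 2 Spink8 had 0.013.

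**Figure D1:**
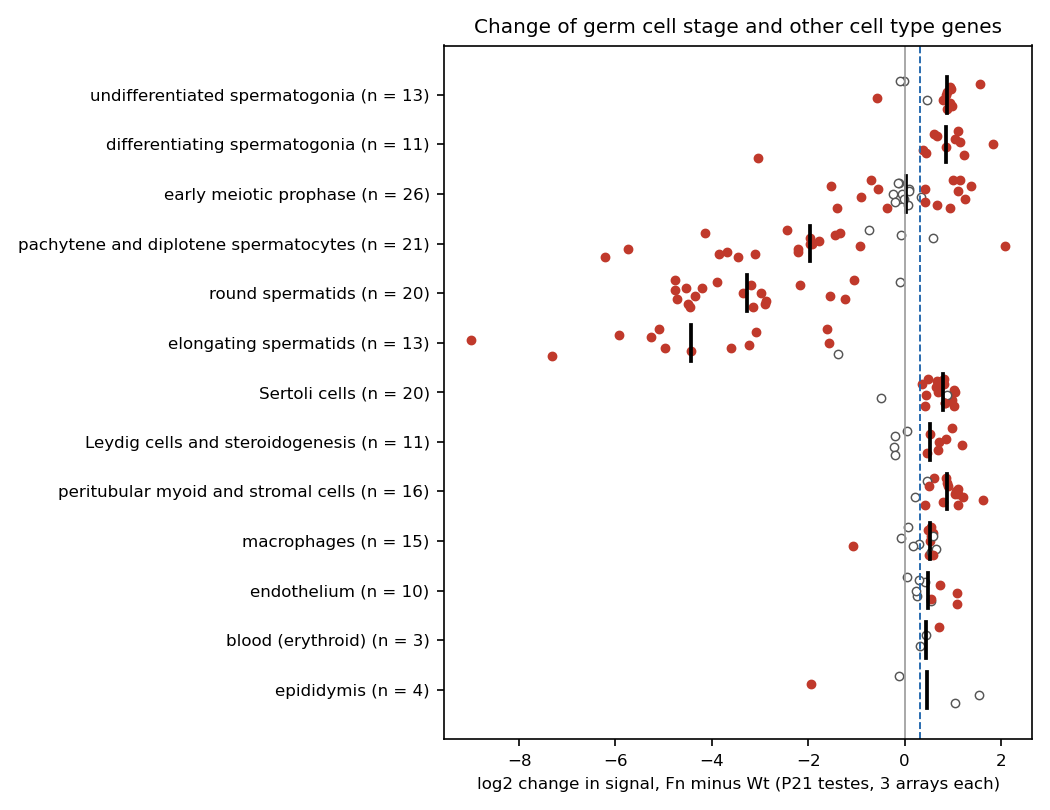
Log2 change in signal, Fn minus Wt, of each gene tested in 6 germ cell stage lists and 7 lists of other cell types, from 3 arrays of P21 testes per genotype. Filled points passed an adjusted p under 0.05 from limma and open points did not, black bars are list medians, the grey line is 0 and the dashed line is the median of all genes, 0.32. The medians run from 0.89 in peritubular myoid and stromal cells to -4.43 in elongating spermatids.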

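Genes of sperm structures and of the piRNA pathway were lower in Fn testes. Whole-testis signals do not separate lower expression within germ cells from fewer or less advanced germ cells. The paper raises the concern that pachytene spermatocytes of P21 Fn testes might be less advanced than those of Wt. This limit holds for the falls of the stage lists as well. Of 29 genes of the axoneme and flagellum tested, 28 fell and 0 rose, with a median log2 change of -3.63, or -3.08 with groups under the filter level set to it (camera adjusted p = 8.8e-18; adjusted p = 0.29 with an estimated correlation). Tekt4, a tektin of the flagellum, had a log2 change of -4.94 (standard error 0.20, adjusted p = 1.7e-07 from limma), and the radial spoke gene Rsph9 had -3.77. Of 20 genes of the acrosome and of sperm-egg binding, 19 fell and 0 rose, with a median of -3.70, or -3.35 with groups under the filter level set to it (camera adjusted p = 3.0e-11; adjusted p = 0.29 with an estimated correlation). Dpy19l2, which anchors the acrosome to the nucleus, went from 3685 ± 339 in Wt to 140.7 ± 49.5 in Fn (SD, n = 3 each, adjusted p = 2.8e-07 from limma). Zpbp, a zona pellucida binding protein, had a log2 change of -3.85 (-2.26 with the mean of probe sets).

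In the piRNA pathway and germ granules, which guard the germ line against transposons, 13 of 19 genes fell and 0 rose, or 13 and 1 adjusted over the list alone, with a median of -0.74, or -1.06 relative to all genes (camera adjusted p = 1.1e-05; adjusted p = 0.42 with an estimated correlation). The germ cell helicase Ddx25 fell by 2.15, Gtsf1 by 1.26 and Mael by 0.89 on the log2 scale, each with 3 Fn values below 3 Wt values. These lists were not chosen from the arrays, and some genes stand in a stage list as well. The counts of the axoneme and acrosome lists adjusted over the list alone were the same.

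**Figure D2:**
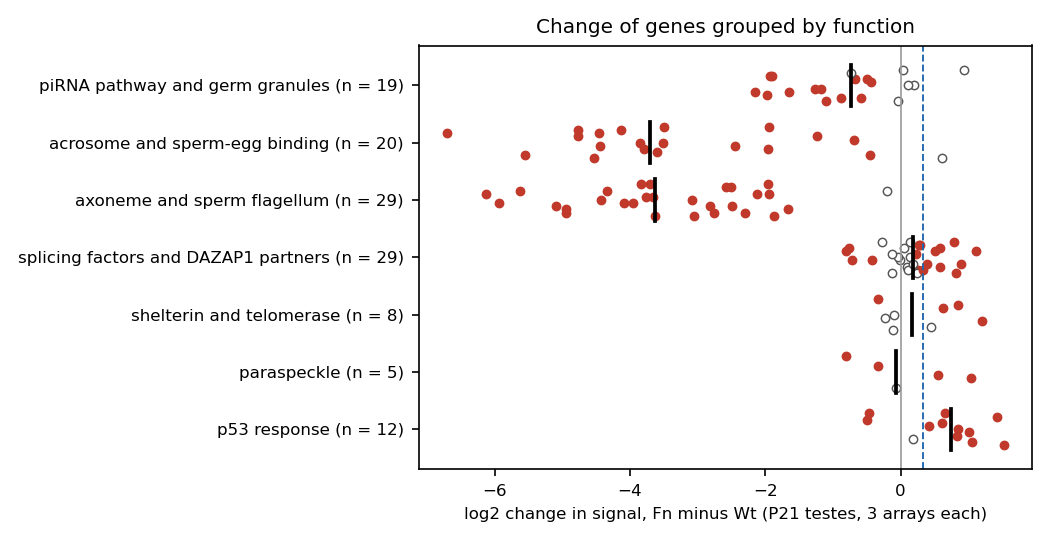
Log2 change in signal, Fn minus Wt, of each gene tested in 7 lists of gene function, from 3 arrays of P21 testes per genotype. Filled points passed an adjusted p under 0.05 from limma and open points did not, black bars are list medians, the grey line is 0 and the dashed line is the median of all genes, 0.32. The acrosome list has the lowest median, -3.70, and the p53 response list the highest, 0.74.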

Among the down-regulated genes, 87 had previously been implicated in reproduction. 

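Of the 13 genes Ccna1, Creb3l4, Crem, Haspin (Gsg2 in the paper), Nlrp14, Ovol1, Piwil1, Pxt1, Psme4, Spata16, Tdrd7, Tesk1 and Tssk2, the 12 whose signal passed the filter were all lower in Fn testes by more than 2-fold and at an adjusted p under 0.05 from limma, both over all probe sets and adjusted over the list alone. The study chose these genes on these samples, so their direction is not independent evidence. Nlrp14, a NOD-like receptor family gene of germ cells, went from 5031 ± 209 in Wt to 126.5 ± 16.8 in Fn (SD, n = 3 each), a log2 change of -5.32 (standard error 0.12, adjusted p = 2.6e-08 from limma). Spata16, which takes part in acrosome formation, had a log2 change of -4.46 (standard error 0.32, adjusted p = 3.8e-06), or -3.60 with the mean of its probe sets, and the histone kinase gene Haspin had -3.85 (standard error 0.17, adjusted p = 2.4e-07). The log2 change was -3.23 for Pxt1, -2.82 for the transcription factor gene Creb3l4, -2.35 for the kinase gene Tesk1, -1.97 for the piRNA-binding protein gene Piwil1, -1.90 for Tdrd7 and -1.63 for Ovol1. Psme4, which encodes a proteasome activator, had the smallest fall, from 8272 ± 784 to 3415 ± 227 (SD, n = 3 each), a log2 change of -1.27.

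Tssk2, a serine kinase of spermatids, had a signal of 388.3 ± 111.5 in Wt and 2.27 ± 0.81 in Fn (SD, n = 3 each), which is at least 7.86-fold lower against the filter level, but the geometric mean of its 6 signals was under the filter level and it was not tested. The 4 probe sets of Crem, the cAMP-responsive modulator gene, did not move together. The brightest went from 2628 ± 142 to 348.8 ± 54.6 (SD, n = 3 each), a log2 change of -2.92 (adjusted p = 2.6e-07 from limma), while the others had log2 changes of -0.51 (adjusted p = 0.0091), 0.22 (adjusted p = 0.25) and 0.95 (adjusted p = 0.044). Where they lie relative to the spliced exons is not given in the sources used here, so which transcripts each value reads is open. With the mean of all of a gene's probe sets in place of the brightest, Crem had a log2 change of -0.57 (adjusted p = 0.0097). Psme4 then had -0.36 (adjusted p = 0.21) and Tdrd7 -1.04 (adjusted p = 0.065). Each is the highest adjusted p over 17 settings for that gene. Unlike those of Crem, the Psme4 probe sets that passed the filter fell alike, with log2 changes of -1.27, -1.37 and -1.34. The other probe sets of Psme4 and Tdrd7 lay under the filter.

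**Figure D3:**
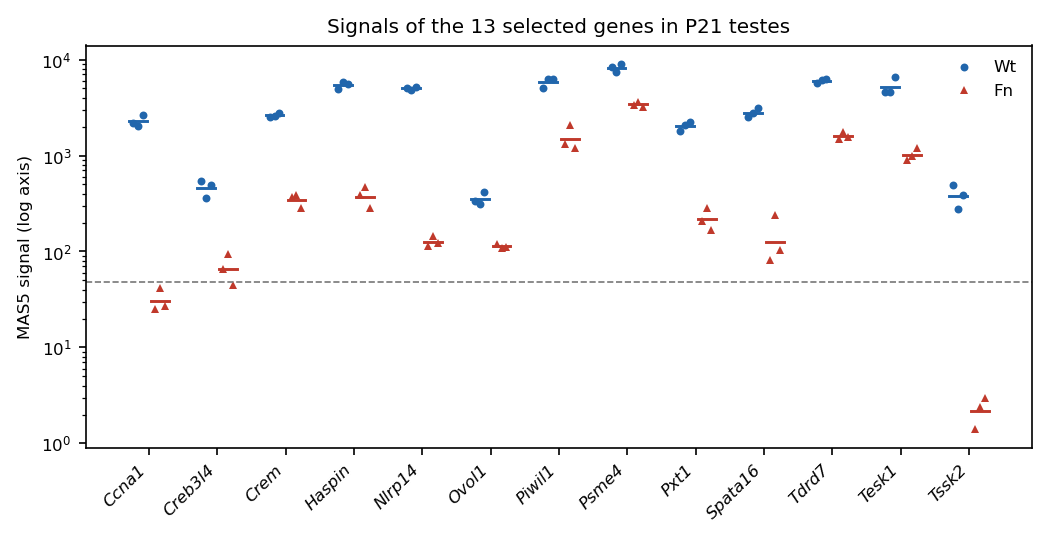
MAS5 signal on a log axis of the 13 selected genes in each of 3 Wt arrays (circles) and 3 Fn arrays (triangles) of P21 testes. Short bars are geometric means and the dashed line is the filter level of 48.0. Every Fn point lies below every Wt point of the same gene.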

We selected 13 genes (*Ccna1, Creb3l4, Crem, Gsg2, Nlrp14, Ovol1, Piwil1, Pxt1, Psme4, Spata16, Tdrd7, Tesk1, Tssk2*) that are expressed abundantly in the testis for further study and confirmed their decreased expression in the mutant testes by real-time RT-PCR (data not shown). However, further investigation failed to detect significant differences between *Wt* and *Fn* testes in both transcriptional rate and mRNA export of these genes, as determined by RNAPol-ChIP (28) and RT-PCR of the nuclear and cytoplasmic transcripts, respectively (data not shown). Additional RT-PCR amplification detected aberrant splicing only in the *Crem* gene (Figure 1). We therefore turned to Affymetrix-GeneChip Mouse Exon 1.0 ST arrays to compare exon usage in *Wt* and *Fn* testes. Concerned that the pachytene spermatocytes in P21 *Fn* testes might be at an earlier stage of development than those in P21 *Wt* testes because of growth retardation of the mutant mice, we switched to use adult *Fn* testes and compared them with P21 *Wt* testes. Adult *Fn* testes contain spermatogonia and spermatocytes at various stages of development, but no haploid spermatids because of spermatogenesis arrest right before meiosis (20). Their germ cell constitution is therefore most similar to P21 *Wt* testes in which close to half of the germ cell population have reached the pachytene stage and a small fraction (∼4%) of them have even completed meiosis (29). The exon array results showed that 1706 and 918 genes had >1.5-fold changes in expression at the gene and the exon levels, respectively, with 418 genes being regulated at both levels. We picked 12 genes with the most significant reduction in the inclusion of one of their exons for RT-PCR study, and confirmed aberrant splicing in the *Fn* testes for only two genes, *Crisp2* and *Pot1a* (Figure 1). The microarray data for both gene expression and exon usage have been deposited in GEO (http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE42604.

**Figure 1.**
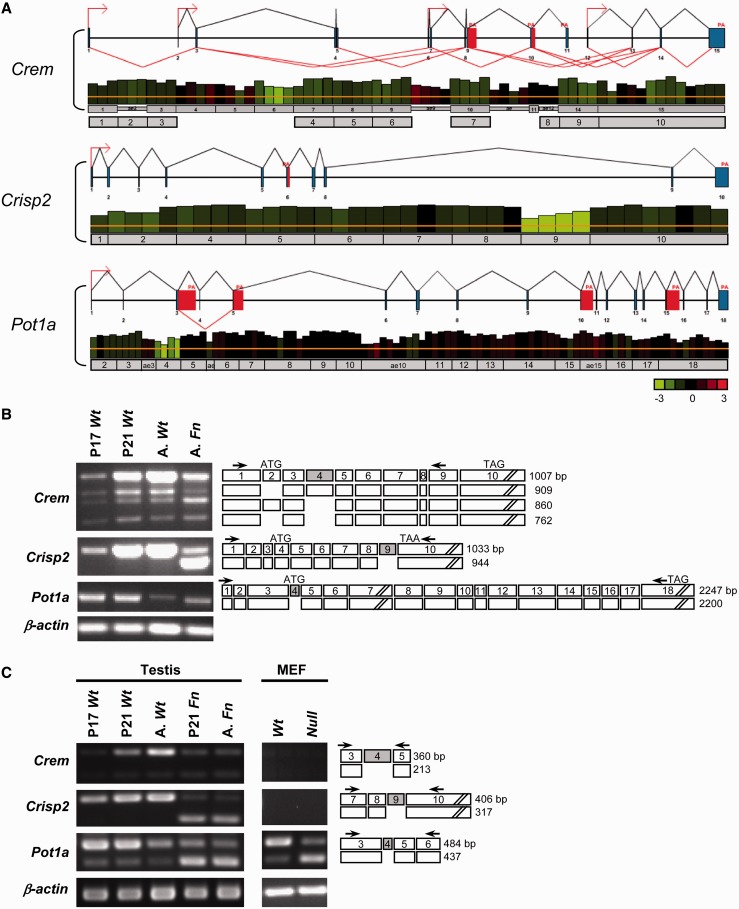
Aberrant splicing of *Crem*, *Crisp2* and *Pot1a* in *Dazap1^Fn/Fn^* mutant mice. (**A**) EASANA analyses of exon arrays of wild type and mutant testis RNAs. For each gene, the upper panel shows the genomic structure, different promoter usage (indicated by red arrows), alternative splicing (indicated by red lines) and alternative polyadenylation (PA) with alternative last exons (indicated with red blocks). In the lower panel, the height of each column represents the mean relative intensity of the probe in three independent experiments for the wild-type testes. The colour of each column indicates differences in probe intensities between wild-type and mutant samples, with red and green representing 3-fold increase and decrease, respectively, in the mutant testes, as indicated at the bottom right corner. The exons of each gene are shown as grey horizontal bars. For the *Crem* gene, the EASANA analyses numbered the exons differently than that indicated in the NCBI *Crem* cDNA sequence NM_001110859. The NCBI exon numbers are shown underneath the EASANA’s numbers and were used in the study. (**B**) RT-PCR of near full-length transcripts in the testes of postnatal day 17 (P17), day 21 (P21) and adult (A) wild type (*Wt*) and *Fn* mutant mice. The exons present in each of the PCR fragments are indicated on the right side. The aberrantly spliced exons are shaded, and the locations of PCR primers are indicated with arrows. The locations of the initiation (ATG) and termination (TAG/TAA) codons are marked, and the sizes of the PCR products are given at right. (**C**) RT-PCR amplification of the aberrantly spliced exons and their flanking exons in *Wt* and *Fn* mutant testes and MEFs established from *Dazap1 Wt* and *null* mutant mice. Percentages of splicing inclusion (PSIs) of the various exons are presented in Supplementary Figure S1.

### Characterization of aberrantly spliced mRNAs and their protein products

*Cyclic AMP responsive element modulator* (*Crem*) encodes a master regulator of several post-meiotic genes, including *Tp1*, *Rt7*, *Cyps1* and Calspermin (30). It has multiple alternatively spliced isoforms producing either active transcription factors or antagonists (31,32). *Crem-*knockout mice manifested spermatogenic arrest at the first step of spermiogenesis (33,34). We studied *Crem* transcripts in prepuberal and adult mouse testes. Postnatal day 17 (P17) and P21 mouse testes contain pachytene spermatocytes and round spermatids as the most advanced germ cells, respectively, and adult testes contain germ cells at all stages of development (29). Our RT-PCR analysis of mouse testis RNA using primers from *Crem* exons 1 and 9 revealed the presence of four *Crem* transcripts, with the longest one being the predominant form (Figure 1B). DNA sequencing of the PCR products indicated that the longest product contained exons 1–9 present in the *Crem* transcript variant 1 (GenBank NM_001110859), whereas the three smaller transcripts lacked exon 2, exon 4 and both exon 2 and exon 4, respectively. In the *Wt* testes, the levels of *Crem* transcripts increased significantly after P17 and reached maximum in the adult, indicating that *Crem* is predominantly expressed in post-meiotic haploid germ cells (Figure 1B). Compared with P21 and adult *Wt* testes, adult *Fn* testes had a much lower total level of *Crem* transcripts. However, the relative levels of the two *Crem* transcripts lacking exon 4 were significantly increased. Additional RT-PCR analyses across exon 2 alone or exon 4 alone showed the increase in transcripts lacking exon 4 (Figure 1C), but not exon 2 (data not shown), in both P21 and adult *Fn* testes. The percentage of splicing inclusion (PSI) of exon 4 decreased from 89.8 ± 8.0% in the P21 *Wt* testes to 67.1 ± 0.9% (*P* = 0.046) and 63.8 ± 1.5% (*P* = 0.024) in P21 and adult *Fn* testes, respectively (Supplementary Figure S1A). We would not have picked up *Crem* as having aberrant splicing in the *Fn* testes by the exon arrays since the under-representation of its exon 4 in the *Fn* testes was not obvious (Figure 1A). *Crem* exon 4 encodes a glutamine-rich trans-activation domain, and its deletion does not cause reading frame shift. Western blotting of mouse testis lysates detected only the 35 kDa CREM protein, translated from the most abundant *Crem* transcript containing all exons (Figure 2). The level of CREM in the *Wt* testes increased as the mice grew into adulthood whereas that in the adult *Fn* testes remained low, showing a general agreement with the *Crem* transcript levels in the various testes.

**Figure 2.**
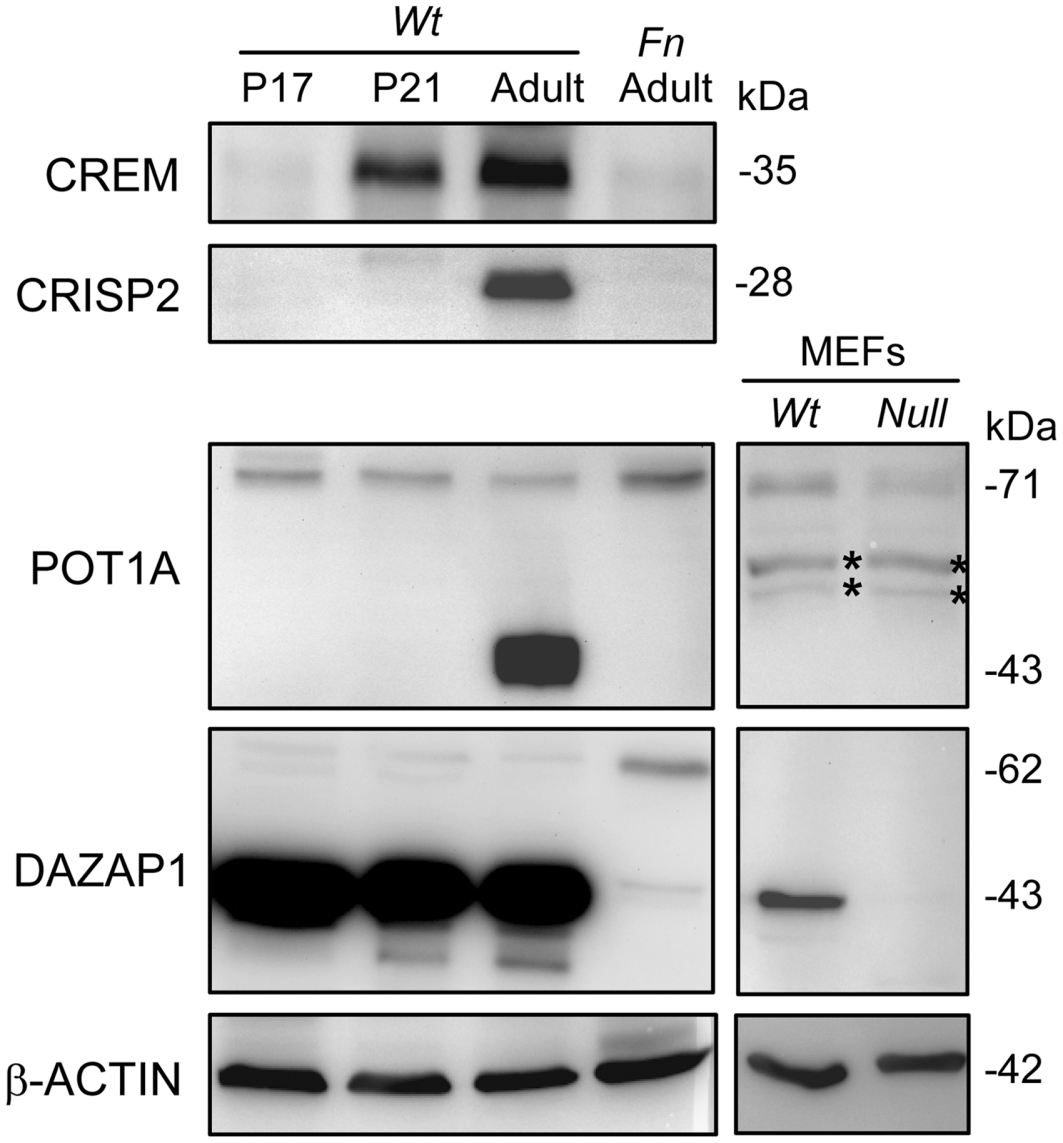
Expression of the protein products of *Dazap1* target genes. Testis lysates of *Wt* mice at the indicated ages and adult *Fn* mutant mice and lysates of MEFs established from *Dazap1 Wt* and *null* mice were western blotted with antibodies against the respective proteins. The non-specific proteins detected by the anti-POT1A antibody are marked with asterisks. The *Fn* mutant allele produced a larger 62 kDa DAZAP1-Fn protein.

Cysteine-rich secretory protein 2 (CRISP2), also known as testis-specific protein 1 (TPX-1), is a testis-enriched protein that is present in the acrosome and the tail of sperm and has been implicated in sperm-oocyte binding and sperm mobility (35,36). Our exon array results showed that *Crisp 2* exon 9 was under-represented in the *Fn* testes (Figure 1A), which was further confirmed by RT-PCR across all *Crisp 2* exons (Figure 1B) or just a few flanking exons (Figure 1C). In *Wt* testes, the level of the *Crisp2* transcript was low at P17 and increased significantly at P21, indicating again that *Crisp2* is expressed predominantly in post-meiotic germ cells (Figure 1B). P21 and adult *Fn* testes contained a significantly reduced level of the full-length *Crisp2* transcript and a high level of a new transcript lacking exon 9. The PSI of exon 9 decreased from 100% in both P21 and adult *Wt* testes to 16.6 ± 2.0% (*P* = 0.0002) and 14.6 ± 0.8% (*P* < 0.001), respectively, in P21 and adult *Fn* testes (Supplementary Figure S1A). *Crisp2* exon 9 is 89 bp long, and its skipping would change the reading frame of the last exon 10 and replace the C-terminal 71 amino acid residues of the 243 amino acid long protein with a single amino acid residue. Because the premature stop codon was still in the last exon, the *Crisp2* transcript lacking exon 9 might not be a target of nonsense–mediated decay (37), as suggested by the high level of its presence in the *Fn* testes. Western blotting on testis lysates showed the presence of CRISP2 only in adult *Wt* testes (Figure 2). The absence of CRISP2 protein products in P21 *Wt* testes and adult *Fn* testes despite high levels of *Crisp2* transcripts suggests mRNA translation repression, which has been reported for several post-meiotically expressed genes during spermatogenesis (38).

Protection of telomeres 1a (POT1A) is a component of the shelterin complex that is present at the ends of mammalian chromosomes (39). It binds to the 3′ single-stranded G-rich overhangs at the telomeres and plays an essential role in protecting the chromosomal end and regulating telomere length. *Pot1a* KO mice die during early embryonic development (21,40). Our exon array data picked up *Pot1a* exon 4 as under-represented in the *Fn* testes (Figure 1A). This was confirmed by RT-PCR across exons 3–6 (Figure 1C). In *Wt* testes, the levels of *Pot1a* transcripts were similar at P17 and P21 but consistently lower in the adult. Nonetheless, the PSI for exon 4 remained unchanged at around 79%. Both P21 and adult *Fn* testes contained a comparable total level of *Pot1a* transcripts, but only 35.5 ± 0.6% (*P* < 0.0001) and 30.6±1.3% (*P* = 0.0005), respectively, of the transcripts included exon 4 (Supplementary Figure S1A). MEFs also expressed high levels of *Pot1a*, but not *Crem* or *Crisp2* (Figure 1C). As in the testes, the vast majority (PSI = 80.0 ± 1.3%) of *Pot1a* transcripts in *Wt* MEFs included exon 4, whereas only a quarter of *Pot1a* transcripts (PSI = 25.2 ± 3.7, *P* = 0.0012) in the *null* MEFs contained exon 4 (Figure 1C and Supplementary Figure S1B). *Pot1a* exon 4 contains the translation initiation codon, and a *Pot1a* transcript without exon 4 is predicted to be translated from a downstream AUG codon to produce a shorter 64 kDa protein lacking the first 59 amino acid residues. We examined the protein products of *Pot1a* transcripts by western blotting using an antibody raised against POT1A amino acids 395–421 (21). The testes of *Wt* mice at different ages gave a band of comparable intensity at 71 kDa, the size of the full-length POT1A (Figure 2). In the adult testes there was an additional very intense band at 43 kDa that could represent the product of an alternatively spliced transcript not detected by our PCR reactions, or an unrelated cross-reacting protein. Several splice variants of human *POT1* transcripts have been reported (41), but mouse *Pot1a* splice variants have yet to be characterized. Adult *Fn* testes also showed a single band at 71 kDa that was unexpectedly more intense than those in the *Wt* testes, and there was no sign of a truncated 64 kDa protein. The inconsistency between the levels of *Pot1a* transcripts and POT1A proteins in the *Fn* testes suggests that the intensity of the band at 71 kDa might be partially contributed by a cross-reacting protein and that the predicted 64 kDa protein is likely unstable. Additional western blotting on MEFs that had been established from *Dazap1 null* mice and their *Wt* littermates (20) showed a significantly reduced level (42 ± 6%, *P* = 0.0039) of the 71 kDa protein in the *null* MEFs as compared with the *Wt* MEFs (Figure 2 and Supplementary Figure S2), in agreement with the RT-PCR results.

In conclusion, our analyses of the alternatively/aberrantly spliced transcripts of *Crem*, *Crisp2* and *Pot1a* in *Fn* mutant mice showed that DAZAP1 deficiency resulted in partial exclusion of a specific exon in each of these target genes.

### Enhancement of exon inclusion in minigenes by DAZAP1

We next constructed splicing reporter minigenes containing the under-represented exons identified above and portions of their flanking introns and exons (Figure 3A), and transfected these minigenes into cultured cells to study the effects of exogenous Xpress-tagged DAZAP1 on exon inclusion (Figure 3B and Supplementary Figure S3). We included two mutants, DAZAP1-Fn and DAZAP1-ΔRRM, in addition to the wild-type DAZAP1-Wt protein in the study. DAZAP1-Fn, with a large insertion between the two RRMs, might have retained some residual activity. This was suggested by the observation that more *Fn* mutants than *null* mutants survived the first week of life and lived to adulthood (20). DAZAP1-ΔRRM had lost its RNA binding ability due to the replacement of four conservative phenylalanine residues with alanine in the two RRM domains (42). We adjusted the quantities of the expression vectors so that similar levels of the various DAZAP1 proteins, as determined by western blotting, were expressed in the transfected cells. In COS7 cells transfected with the minigenes together with the empty expression vector, the PSIs differed for the three minigenes. The two *Crem* transcripts with and without exon 4 were present in comparable levels (PSI = 60.7 ± 1.8%), whereas most *Crisp2* transcripts lacked exon 9 (PSI = 15.6 ± 1.0%) (Figure 3B). Exogenous expression of DAZAP1-Wt significantly increased the inclusion of both *Crem* exon 4 (PSI = 96.7 ± 2.8%, *P* = 0.0008) and *Crisp2* exon 9 (PSI = 44.7 ± 0.7%, *P* = 0.0002). Compared with DAZAP1-Wt, ectopically expressed DAZAP1-Fn and DAZAP1-ΔRRM at similar protein level had significantly less effects on the inclusion of *Crem* exon 4 (PSI = 78.8 ± 0.4%, *P* = 0.01 and PSI = 72.3 ± 1.6%, *P* = 0.0018, respectively) and *Crisp2* exon 9 (PSI = 19.4 ± 0.5%, *P* < 0.0001 and PSI = 8.22 ± 1.7%, *P* = 0.0007, respectively). In COS7 cells, most *Pot1a* reporter transcripts already contained exon 4, making it difficult to study the effect of exogenous DAZAP1 on exon 4 inclusion (Supplementary Figure S3A). We therefore performed additional minigene experiments in MEFs. Unexpectedly, *Wt* and *null* MEFs transfected with the *Crem* or the *Crisp2* minigene showed similar exon inclusion (Supplementary Figure S3B). However, most *Pot1a* reporter transcripts in *Dazap1 Wt* MEF cells contained exon 4 (PSI = 82.5 ± 2.0%), whereas a large fraction of *Pot1a* reporter transcripts in *Dazap1 null* MEF cells lacked exon 4 (PSI = 61.8 ± 6.0%) (Figure 3C). Ectopically expressing DAZAP1-Wt in *Dazap1 null* MEF cells significantly increased the inclusion of exon 4 (PSI = 78.0 ± 3.4%, *P* = 0.0092). The extremely low expression of DAZAP1-Fn and DAZAP1-ΔRRM in transfected *Dazap1 null* MEF cells prohibited us from studying the effects of the DAZAP1 mutants on *Pot1a* exon 4 inclusion.

**Figure 3.**
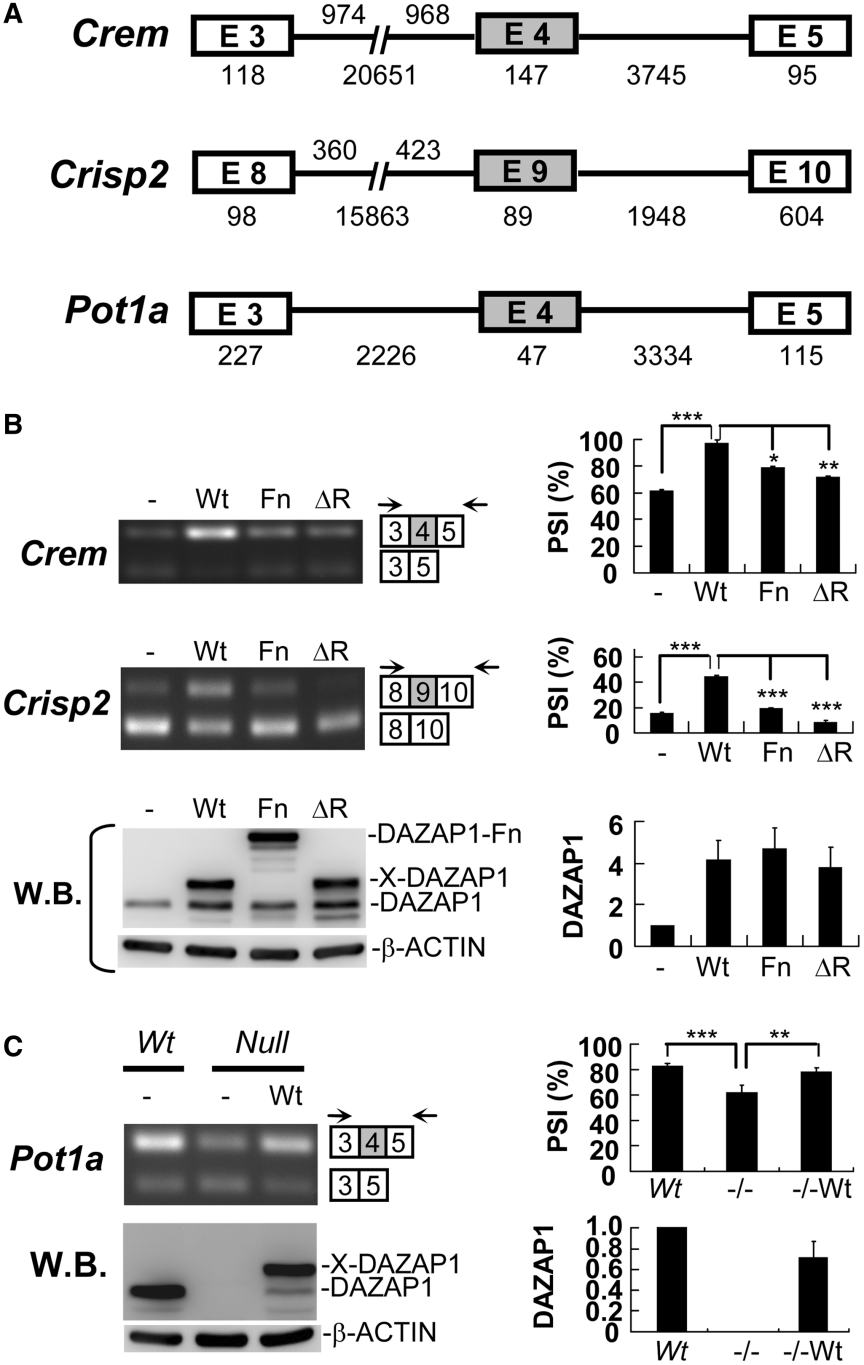
Enhancement of exon inclusion by DAZAP1. (**A**) Structures of the splicing reporter minigenes. The boxes and lines represent exons and introns, respectively, with the testing exons shown in grey and the sizes (in base pairs) of the exons and intact introns given underneath. The *Crem* and *Crisp2* minigenes contain segments of the upstream introns and the sizes of the segments are indicated above the introns. (**B**) Minigene splicing assays in COS7 cells. COS7 cells were transfected with the *Crem* or *Crisp2* minigenes together with the empty Xpress cloning vector (−), or the expression vector for Xpress-tagged wild-type DAZAP1(Wt), DAZAP1-Fn mutant (Fn) or DAZAP1-ΔRRM (ΔR) as indicated. The expression of the minigenes was detected by RT-PCR using gene-specific and common primers, indicated as arrows. Bar charts at right show the PSI for the targeted exons. The expression of the various DAZAP1 proteins in the transfected cells was detected by western blotting (WB) using an anti-DAZAP1 antibody which detected the endogenous DAZAP1, Xpress-tagged DAZAP1-Wt and -ΔR proteins (X-DAZAP1), and the DAZAP1-Fn mutant. The relative levels of total DAZAP1 proteins in the cells, shown at right, were determined using that in the cells transfected with the empty vector as a reference. (**C**) Minigene splicing assays in MEFs. MEFs established from *Dazap1 Wt* and *null* mutants were transfected with the *Pot1a* minigene together with the empty-vector or DAZAP1-Wt expression vector, and the minigene expression was detected by RT-PCR. Western blotting of DAZAP1 in the cells lysates is shown at bottom. Quantitative analyses of the signals are shown at right. The results shown represent the average of three independent experiments. Statistical significance of the difference was determined using the paired t test. * denotes *P* < 0.05, ** denotes *P* < 0.01 and *** denotes *P* < 0.001.

### Mapping regulatory regions in the target transcripts

Previous studies have identified several DAZAP1-binding sequences. An early SELEX experiment found that most DAZAP1 RNA ligands contained both AAAUAG and GU_1-3_AG sequences (26). More recent characterization of *BRCA1* and *NF1* splice mutations showed that DAZAP1 binds to GGUUAG, GCUUAG and ACUUAG (17,18), and GUAACG was added recently as another sequence recognized by DAZAP1 (43). However, the segment in the *ATM* splice mutant that bound DAZAP1 does not contain any of the above consensus sequences (19). We therefore performed RNA EMSAs followed by splicing assays with truncated minigenes to define the region(s) in each of the target genes that DAZAP1 might bind to regulate splicing (Figure 4). In the EMSAs, we mixed GST-DAZAP1 fusion protein with 4 ∼ 5 RNA probes ( ∼ 70–200 bases in length) corresponding to different areas of the regulated exon and its adjacent intronic sequences and detected the binding by PAGE on native gels. We next selected two regions with the strongest DAZAP1 binding affinity and deleted putative DAZAP1 binding sequences in each region in the minigene construct to study the effects of the deletions on exon inclusion in either COS7 (for *Crem* and *Crisp2*) or MEF (for *Pot1a*) cells.

**Figure 4.**
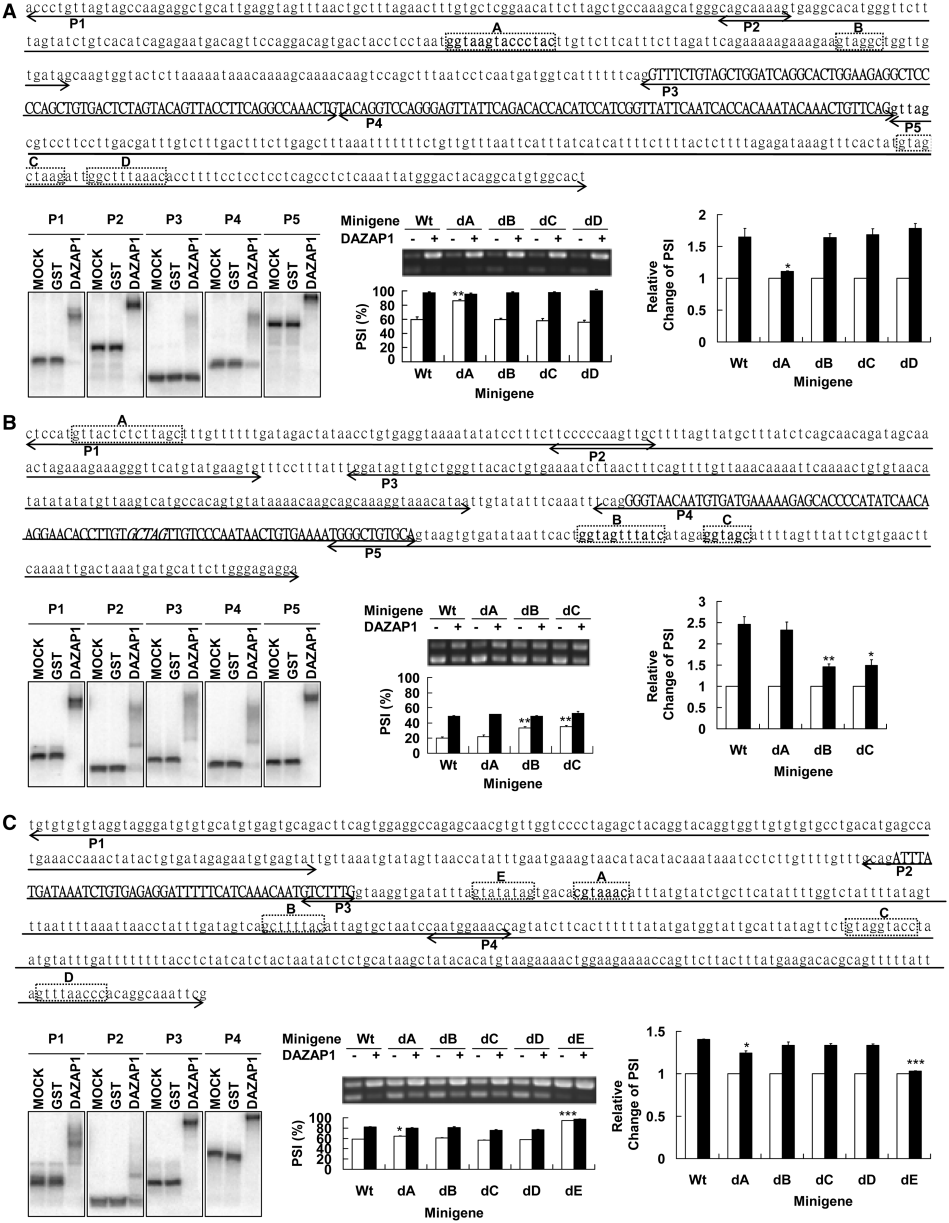
Mapping DAZAP1 binding sites and splicing regulatory regions in the target genes. (**A**) *Crem*, (**B**) *Crisp2* and (**C**) *Pot1a*. For each section dedicated to a specific gene, the sequence of the regulated exon (in Capital bold letters) and its flanking intronic regions (in low case) is shown at top. EMSA probes (P1–P5) are indicated with underlying double-headed arrows, and segments deleted in the various minigene deletion constructs (A–**E**) are boxed. The left panel below the sequence shows the EMSA gel patterns. ^32^P-labelled probes, indicated at top, were incubated with buffer only (mock), GST, or GST-DAZAP1 and analysed by 5% native PAGE. The middle panel shows RT-PCR gel patterns of splicing assays of the various minigene deletion constructs. The PSI of each reaction is shown below the gel lane. The right panel shows the relative change of PSI by DAZAP1, calculated from the middle panel by dividing the PSI value in the presence of exogenous DAZAP1 with that in the absence of exogenous DAZAP1. Three independent experiments were performed, and statistical significance of the differences was calculated using the paired t test. *P < 0.05, **P < 0.01, ***P < 0.001.

For *Crem*, P2 from intron 3 and P5 from intron 4 bound most strongly to DAZAP1 (Figure 4A, left panel). We constructed four minigenes with small deletions, including segment A and segment B in intron 3 and segment C and segment D in intron 4, which contained putative DAZAP1-binding sequences. Deletion of segment A, but not segment B, C or D, in the minigene significantly increased exon 4 inclusion from 59.1 ± 4.1% to 86.0 ± 0.3% (*P* = 0.0068) in the absence of exogenous DAZAP1 (Figure 4A, middle panel), suggesting that segment A contained an ISS. Deletion of segment A but not segment B, C or D also significantly reduced the exon 4 inclusion promoted by the exogenous DAZAP1, with the relative change of PSI decreased from 1.65 ± 0.14 to 1.11 ± 0.01, *P* = 0.018 (Figure 4A, right panel). To demonstrate direct binding between segment A and DAZAP1, we performed EMSA assays using short probes (Crem-Wt and Crem-dA, Figure 5A) to minimize possible presence of additional DAZAP1 binding sites. As shown in Figure 5B and Supplementary Figure S4, Crem-Wt bound strongly with DAZAP1 with a dissociation constant (Kd) of 18.93 ± 3.51 nM, whereas Crem-dA lacking segment A showed much weaker binding (Kd = 168.8 ± 40.4 nM, *P* = 0.0221). The results suggest that DAZAP1 binds to segment A in *Crem* intron 3 to mediate exon 4 inclusion.

**Figure 5.**
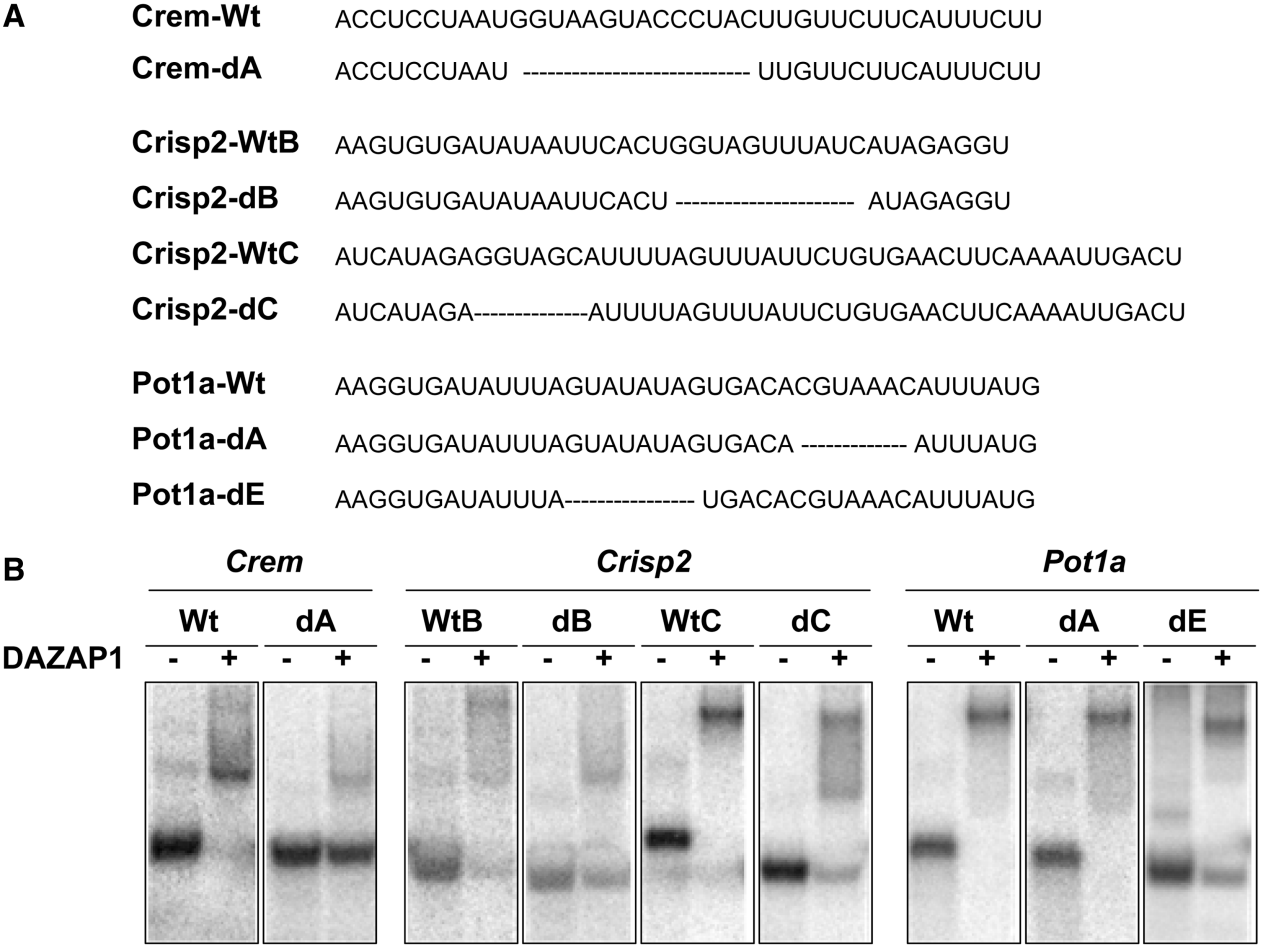
EMSA assays on DAZAP1-RNA binding. (**A**) Sequences of the RNA probes from the three DAZAP1 target genes. Deleted regions are indicated with doted lines. (**B**) EMSA gel patterns. ^32^P-labelled probes were incubated with buffer only (−) or 500 nM GST-DAZAP1 (+) and analysed by 5% native PAGE. Determination of the dissociation constants of the binding between DAZAP1 and the various RNA probes is shown in Supplementary Figure S4.

For *Crisp2*, DAZAP1 bound most strongly to P1 from intron 8 and P5 from intron 9 (Figure 4B, left panel). Deletion of segment B or segment C in intron 9, but not segment A in intron 8, significantly increased exon 9 inclusion in the absence of exogenous DAZAP1 from 20 ± 1.4% to 33.4 ± 0.6% (*P* = 0.0038) and 35.2 ± 1.5% (*P* = 0.0069), respectively, suggesting the presence of splicing silencers in both segments B and C (Figure 4B, middle panel). Deletion of either segment B or segment C also significantly reduced the DAZAP1 promoted exon 9 inclusion, with the relative change of PSI decreased from 2.46 ± 0.18 to 1.46 ± 0.06 (*P* = 0.0072) and 1.50 ± 0.13 (*P* = 0.0072), respectively (Figure 4B, right panel). EMSA assays showed that DAZAP1 bound to both Crisp2-WtB containing segment B (Kd = 33.68 ± 8.95 nM) and Crisp2-WtC containing segment C (Kd = 15.05 ± 0.66 nM) (Figure 5 and Supplementary Figure S4). The presence of multiple major shifted bands hinted at the existence of more than one DAZAP1 binding site in both RNA probes. Nonetheless, deletion of segment B in Crisp2-dB (Kd = 81.82 ± 8.43 nM, *P* = 0.0401) and segment C in Crisp2-dC (Kd = 70.30 ± 8.25 nM, *P* = 0.0064) significantly reduced DAZAP1 binding affinities, supporting the binding of DAZAP1 to both segment B and segment C. Together with the splicing assays, the results suggest that DAZAP1 binds to segments B and C to mediate the splicing of exon 9.

For *Pot1a*, P3 and P4 from intron 4 bound most strongly to DAZAP1 (Figure 4C, left panel). Deletion of segment B, C or D had little effects on minigene exon 4 inclusion (Figure 4C, middle panel). Deletion of segment A caused a modest increase in exon 4 inclusion in the absence of exogenous DAZAP1 from 58.5 ± 0.4% to 64.3 ± 0.7%, *P* = 0.043, and reduced DAZAP1 promoted exon 4 inclusion from 1.40 ± 0.003 to 1.24 ± 0.03, *P* = 0.022 (Figure 4C, right panel). However, additional EMSA assays showed similar binding of DAZAP1 to Pot1a-Wt with segment A (Kd = 7.82 ± 2.02 nM) and Pot1a-dA without segment A (Kd = 7.04 ± 1.01 nM) (Figure 5 and Supplementary Figure S4). On the other hand, deletion of segment E dramatically increased exon 4 inclusion in the absence of exogenous DAZAP1 from 58.5 ± 0.4% to 94.2 ± 0.1%, *P* < 0.0001, indicating the presence of a strong ISS (Figure 4C, middle panel). Addition of exogenous DAZAP1 had little effects on exon 4 inclusion, with DAZAP1 promoted exon 4 inclusion being significantly reduced from 1.40 ± 0.003 to 1.03 ± 0.003 (*P* = 0.0004). Deletion of segment E in Pot1a-dE also significantly decreased DAZAP1 binding affinity, with the Kd increased from 7.82 ± 2.02 nM to 301.2 ± 74.4 nM (*P* = 0.0200) (Figure 5 and Supplementary Figure S4). The results suggest that DAZAP1 modulates exon 4 inclusion through its binding to segment E.

In summary, our EMSA and minigene deletion analyses identified a segment upstream of *Crem* exon 4, two segments downstream of *Crisp2* exon 9 and one segment downstream of *Pot1a* exon 4 that DAZAP1 bound to mediate exon inclusion. These segments had different DNA sequences and all appeared to function as ISSs.

## DISCUSSION

We searched for the natural substrates of DAZAP1 using microarray approaches and identified only three genes of which the splicing is regulated by DAZAP1. These genes likely represent only a small fraction of genes regulated by DAZAP1. In our initial GeneChip microarray screening, we found that >2000 genes had >2-fold changes in expression level in the *Dazap1* mutant testes. 

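In the P21 arrays, 3461 of 13447 genes differed by more than 2-fold between Fn and Wt testes in either direction, and 9362 differed at an adjusted p under 0.05 from limma. Over single probe sets, 6082 of 27022 differed by more than 2-fold. Dlk1, an imprinted regulator of growth and differentiation, had the largest rise under the rule for named genes, from 255.9 ± 58.4 in Wt to 1194 ± 131 in Fn (SD, n = 3 each, adjusted p = 6.2e-06 from limma), a log2 change of 2.24, or 1.20 with the mean of its probe sets, so the rank depends on the probe set. Cd9, a tetraspanin of the cell surface, went from 425.3 ± 79.6 to 1485 ± 143 (SD, n = 3 each, adjusted p = 1.1e-05 from limma). Of 6159 genes with more than 1 probe set tested, 261 were lower by one probe set and higher by another, so a count by gene depends on the probe set that stands for it. Beside this screen, the paper proposes that the genes whose splicing it found altered are only a small part of those that DAZAP1 regulates.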

The changes in the expression of some, if not most, of the genes could be due to secondary effect of DAZAP1 deficiency, and the underlying mechanisms remain largely unknown. Of the 13 genes selected for further study, we did not observe significant differences in their transcription rates or nuclear export, and identified aberrant splicing in only one of them. Our search for DAZAP1 targets with the exon microarray was not very productive either. Of the 12 genes showing the highest differences in the inclusion of one of their exons, we were able to confirm only two of them. The failure in some instances could be attributed to the low presentation of the differentially expressed exons in the total transcripts. We noted that of the >2000 differentially regulated exons detected by the exon array, close to 20% of them are alternative first exons. This raises the possibility that DAZAP1 may be involved in RNA transcription and promoter selection. A role of DAZAP1 in transcription is also supported by the exclusion of DAZAP1 from the transcriptionally inactive XY bodies in pachytene spermatocytes (12) and the fusion of *DAZAP1* to the *MEF2D* oncogene in a pre-B acute lymphoblastic leukaemia (14,15), and warrants further investigation. Our search for DAZAP1 splicing targets is by no mean thorough. We have performed exon arrays only on testis RNAs and would miss genes regulated by DAZAP1 in other tissues. In addition, the Affymetrix mouse exon array contains only probes that have been identified in cDNA clones or ESTs and will not detect cryptic exons that are included in the transcripts due to DAZAP1 deficiency. Future deep sequencing of RNAs isolated from different tissues of *Wt* and *Dazap1* mutant mice shall provide a more comprehensive list of DAZAP1’s target genes.

While the manuscript was in preparation, Wang et al. reported their identification of six putative DAZAP1 splicing targets in humans using a different approach (43). The group have designed an ingenuous fluorescence-activated screen to identify ISEs in HEK-293T cells and found that the core motif sequence GTAACG in one of the identified ISEs bound DAZAP1, RBM4 and hnRNPD0. They subsequently identified six human genes, including *CORO6*, *SF1*, *ANKS3*, *ZBTB17*, *LAMP1* and *NOL8*, that contained the GTAACG sequence near or within one of their exons and showed that overexpression of DAZAP1 in HeLa cells enhanced the inclusion of the respective exons in the transcripts of the endogenous genes. We thus tested whether DAZAP1 also regulated the splicing of the mouse homologues of these human genes. None of these genes were found to be differentially expressed at the exon level in our exon array analyses. In addition, we observed similar splicing patterns of these genes in the testes of *Dazap1 Wt* and *Fn* mutant mice and the MEFs derived from *Dazap1 Wt* and *null* mutant mice (Supplementary Figure S5). Our failure to detect obvious impact of DAZAP1 on the splicing of the mouse homologues of the six putative DAZAP1 targets in humans suggests species or tissue/cell differences in DAZAP1 targets.

So far there have been five studies, including this one, on the effect of DAZAP1 on RNA splicing. The first two studies found negative effects whereas the remaining three observed positive effects. The negative cases involve the *NF1* exon 37 and *BRCA1* exon 18 mutations that created new binding sites for DAZAP1 and hnRNPA1/A2 and caused skipping of the respective exons (17,18). *In vitro* studies on splicing minigenes in HeLa cells showed that knocking down DAZAP1 alone had little effects on the inclusion of *NF1* and *BRCA1* exons, and only when DAZAP1 was knocked down together with hnRNPA1 and hnRNP A2 did one see an increase in exon inclusion. On the other hand, overexpression of DAZAP1 alone suppressed the inclusion of *NF1* exon 37 as well as its neighbouring exon 36, supporting a negative effect of DAZAP1 on exon inclusion. The third case involves the Alu-derived ISE in *ATM* that caused the inclusion of a cryptic exon (19). Overexpression of hnRNPA1 suppressed the inclusion of the cryptic exon in HeLa cells whereas overexpression of DAZAP1 had no effect on the splicing. On the other hand, knocking down hnRNPA1 and DAZAP1 significantly enhanced and decreased, respectively, the inclusion of the cryptic exon, indicating opposite effect of the two proteins on exon inclusion. The recent study by Wang et al. (43) mentioned above as well as our study also observed a positive effect of DAZAP1 on exon inclusion.

We noticed that the impact of DAZAP1 on exon inclusion differed for different genes and different cells. For the endogenous transcripts in mouse testes, DAZAP1 deficiency in the mutant mice caused exon skipping in a minor fraction of *Crem* transcripts but major fractions of *Crisp2* and *Pot1a* transcripts (Figure 1C). For the expression of splicing reporter minigenes in COS7 cells without exogenous DAZAP1, different genes showed different PSIs, with the targeted exons included in most of the *Pot1a* transcripts, about half of the *Crem* transcripts, and a small fraction of the *Crisp2* transcripts, and overexpression of DAZAP1 significantly enhanced exon inclusion in the *Crem* and *Crisp2* minigenes (Figure 3B and Supplementary Figure S3A). However, the absence of DAZAP1 in MEFs only affected the exon inclusion in the *Pot1a* minigene, with the *Crem* and *Crisp2* minigenes showing similar splicing patterns in *Wt* and *Null* MEFs (Figure 3C and Supplementary Figure S3B). Although DAZAP1 bound to multiple regions around each of the targeted exons, results of minigene deletion analyses suggested that only one or two intronic segments were involved in modulating exon inclusion. It is interesting that all these segments appear to contain splicing silencers. The effect of DAZAP1 on exon inclusion has been suggested to be modulated by other splicing factors present in the cells/tissues, such as hnRNPA1 and RBM4 (43). hnRNPA1 is a well-studied splicing factor that negatively regulates splicing by binding to ESSs and ISSs, and some of its binding sequences are also recognized by DAZAP1 (17–19). It is possible that DAZAP1 enhances exon inclusion of some of its target genes by competing with hnRNAP1 for the binding to ISSs. DAZAP1 has also been found to compete with RBM4 for the same ISE and antagonize each other on exon inclusion (43). Whether hnRNPA1, RMB4, or other splicing factors are involved in the splicing of the three exons studied here requires further investigation.

As mentioned above, most *Dazap1* deficient mice die soon after birth, and the few survivors inevitably manifest grow retardation and spermatogenic arrest right before meiosis I (20). Of the three DAZAP1 target genes identified here, anomalous splicing of *Crem* and *Crisp2* unlikely contribute to the spermatogenic phenotype of the *Dazap1* mutant mice because both genes are mainly expressed in postmeiotic germ cells. On the other hand, abnormalities in *Pot1a* splicing likely play a major role in both perinatal lethality and growth retardation of the mutants. POT1A contains two N-terminal oligonucleotide/oligosaccharide binding folds (OB-folds) that are essential for telomere binding. The *Pot1a* gene (NM_133931) contains eight ATG start codons in the 5′ UTR region that are followed by nearby in-frame stop codons; thus, its translation initiates at the ninth ATG located in exon 4 (40,41). Exon 4 skipping does not put any of the 5′ UTR ATGs in-frame with the open reading frame. Therefore, the translation of the *Pot1a* transcript without exon 4 is expected to initiate at an in-frame ATG in exon 6, producing a protein without the first 59 amino acid residues. It has been shown previously that POT1A truncated for the N-terminal 48 residues, including a portion of the first OB fold, failed to bind single-stranded telomeric DNA (40). Thus, the protein product of the *Pot1a* transcript lacking exon 4 is likely to be non-functional even if it were generated and stably present in the cells. *Dazap1 Fn* mutants still produce a low level of the full-length *Pot1a* transcript and protein, which may be sufficient to prevent the embryonic lethality phenotype observed in *Pot1a* KO mice. Whether POT1A deficiency also contributes to the spermatogenic phenotype of *Fn* mice remains to be determined. The human *POT1* gene is expressed most abundantly in the testes (41), whereas the level of *Pot1a* transcript in mouse testes is comparable with those in other tissues (40). The role for POT1A during spermatogenesis awaits further investigation.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

National Science Council [96-2311-B-011-026-MY3]; Academia Sinica in Taiwan. Funding for open access charge: Academia Sinica.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: DAZAP1 regulates the splicing of Crem, Crisp2 and Pot1a transcripts
**Source:** Nucleic Acids Res. 2013 Aug 21;41(21):9858–69. doi: 10.1093/nar/gkt746
**Supplement:** Supplementary Data

DAZAP1 regulates the splicing of Crem, Crisp2 and Pot1a transcripts — DAZAP1 regulates the splicing of Crem, Crisp2 and Pot1a transcripts — Supplementary Data 

# DAZAP1 regulates the splicing of *Crem*, *Crisp2* and *Pot1a* transcripts

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file

# Supplementary material for: DAZAP1 regulates the splicing of Crem, Crisp2 and Pot1a transcripts
**Source:** Nucleic Acids Res. 2013 Aug 21;41(21):9858–69. doi: 10.1093/nar/gkt746
**Supplement:** Supplementary Data

## Supplementary Data (Chen, Yu & Yen)

**Supplementary Table S1: RT-PCR primers for specific mouse genes**

| Gene          | Primer ID   | Sequence (5'-3')                   | Starting Location (direction) |
|---------------|-------------|------------------------------------|-------------------------------|
| <i>Crem</i>   | PrCrem-2    | GGA GCT CGG ATC TGG TAA G          | Exon 9 (R)                    |
|               | PrCrem-3    | CAA CCG CAT CAG AGC TGA C          | Exon 1 (F)                    |
|               | PrCremE3F   | ACG CTA GCG CAA ATG ACC ATG GAA AC | Exon 3 (F)                    |
|               | PrCremE5R   | ACG GGC CCT CTT CGT GAA AGA ATT TC | Exon 5 (R)                    |
| <i>Crisp2</i> | PrCrisp2-1  | TCA GCT GTC GGA CAT TAC AC         | Exon 7 (F)                    |
|               | PrCrisp2-2  | CCC CAT CAG TCT CAA CTA AG         | Exon 10 (R)                   |
|               | PrCrisp2-3  | AGG CGG TTA TCG TTG CTC AC         | Exon 1 (F)                    |
| <i>Pot1a</i>  | PrPot1a-1   | CAT GCT ACA GAG GCT GAA ACC        | Exon 3 (F)                    |
|               | PrPot1a-2   | CCT GTG GAA GCG AAC AAT GTC        | Exon 6 (R)                    |
|               | PrPot1a-3n  | CGC CTA GGT CCA GAC TTT AG         | Exon 1 (F)                    |
|               | PrPot1a-4   | TTC GTC GCT CTG TTC CGA TG         | Exon 18 (R)                   |
| <i>Actin</i>  | PrbActin-F2 | CCA ACC GTG AAA AGA TGA CCC        | (F)                           |
|               | PrbActin-R  | CAA TAG TGA TGA CCT GGC CGT        | (R)                           |
| <i>Zbtb17</i> | PrZbtb17-1  | GAT CCT ACA GGC ACA CTG TC         | Exon 2 (F)                    |
|               | PrZbtb17-2  | ATC CTG CAT CTG GAG GAA GC         | Exon 4 (R)                    |
| <i>Lamp1</i>  | PrLamp1-1   | GAC CCC AGC CTC ACA ATT AC         | Exon 3 (F)                    |
|               | PrLamp1-2   | TCC ATC CTG TGT GCA GTG TG         | Exon 5 (R)                    |
| <i>Sf1</i>    | PrSf1-1     | GGA ACC AAG ACA CAA TGG AG         | Exon 2 (F)                    |
|               | PrSf1-2     | CCC CTC GCT GTT GTA GAT TG         | Exon 4 (R)                    |
| <i>Anks3</i>  | PrAnks3-1   | AAG GAC AGA CTC CAC TGA TG         | Exon 3 (F)                    |
|               | PrAnks3-2   | CTG CTT CCA TCA AAG GAG TG         | Exon 5 (R)                    |
| <i>Coro6</i>  | PrCoro6-1   | ACC ACC TGC AAG GAC AAG AC         | Exon 4 (F)                    |
|               | PrCoro6-2   | GGA GTC AGG ATC GTA GAA TG         | Exon 6 (R)                    |
| <i>Nol8</i>   | PrNol8-1    | AAT GGA AAG GTG GAA CAC TAC        | Exon 4 (F)                    |
|               | PrNol8-2    | AAG AAC AGG TAA GAC TCT TCC        | Exon 6 (R)                    |

PCR conditions: 95°C (5 min) for the initial hot start; 95°C (20 s), 60°C (20 s), and 72°C (30 s-2 min 30 s) for 30 cycles; and 72°C (10 min) for the final extension.

**Supplementary Table S2: PCR primers for the construction<sup>1</sup> and splicing assay<sup>2</sup> of minigenes**

| Gene          | Primer ID       | Restriction site | Sequence (5'-3') <sup>3</sup>               |
|---------------|-----------------|------------------|---------------------------------------------|
| <i>Crem</i>   | PrCremE3F*      | NheI             | ACg cta gcG CAA ATG ACC ATG GAA AC          |
|               | PrCremE3R       | KpnI             | ATg gta ccA GCT GTG AAC CGT GAA AG          |
|               | PrCremE4F       | KpnI             | ACg gta ccA GAT AGA AAC TCC CAC TG          |
|               | PrCremE4R       | XhoI             | ATc tcg agC CAG CCA GGT AAA GTT TC          |
|               | PrCremE5F       | XhoI             | CGc tcg agT ATT GGA AGG CAA CAT TG          |
|               | PrCremE5R       | Apal             | ACg ggc ccT CTT CGT GAA AGA ATT TC          |
| <i>Crisp2</i> | PrCrisp2-E8F*   | NheI             | GCC gct agc CTT GTT TGG TAT TCA TC          |
|               | PrCrisp2-E8R    | XhoI             | ATc tcg agG GTC CAC CAT CAA ACT TG          |
|               | PrCrisp2-E910F2 | XhoI             | ctc gag AAC ACA GGT GGA GGG AAC             |
|               | PrCrisp2-E910R  | Apal             | AAT ggg ccc TGT GGT AGC TTG AGT TC          |
| <i>Pot1a</i>  | PrPot1a-E34F*   | NheI             | gct agc AGG CTG GAT TGT CCT AAC             |
|               | PrPot1a-E34R    | XhoI             | ctc gag CAC TAC TGA GTA CCC AAC             |
|               | PrPot1a-l4F2    | XhoI             | CCG ctc gag ATT TAA CAA ATT GTA TAA ATA AAC |
|               | PrPot1a-l4R2    | XhoI             | CGc tcg agT ATT TTA ATC AGT CTT TAA TAT AC  |
|               | PrPot1a-E5F     | XhoI             | ctc gag GCA AAG CCC TTC TCT ATC TAC         |
|               | PrPot1a-E5R     | Apal             | ggg ccc CAG TTC CTT TGC TAA CAT ACG         |

1. For minigene construction, PCRs were performed under the following conditions: 95°C (5 min) for the initial hot start; 95°C (20 s), 60°C (20 s), and 72°C (3 min) for 35 cycles; and 72°C (10 min) for the final extension.
2. For splicing assays, PCRs were performed with the forward primers marked with an asterisk and a reverse primer BGH-R (5'-TAGAAGGCACAGTCGAGG) containing the vector sequence downstream of the multiple cloning sites. The PCR conditions consist of 95°C (5 min) for the initial hot start; 95°C (20 s), 60°C (20 s), and 72°C (1 min) for 25 (*Crisp2* and *Pot1a*) or 34 (*Crem*) cycles; and 72°C (10 min) for the final extension.
3. The restriction sites are shown in lower cases.

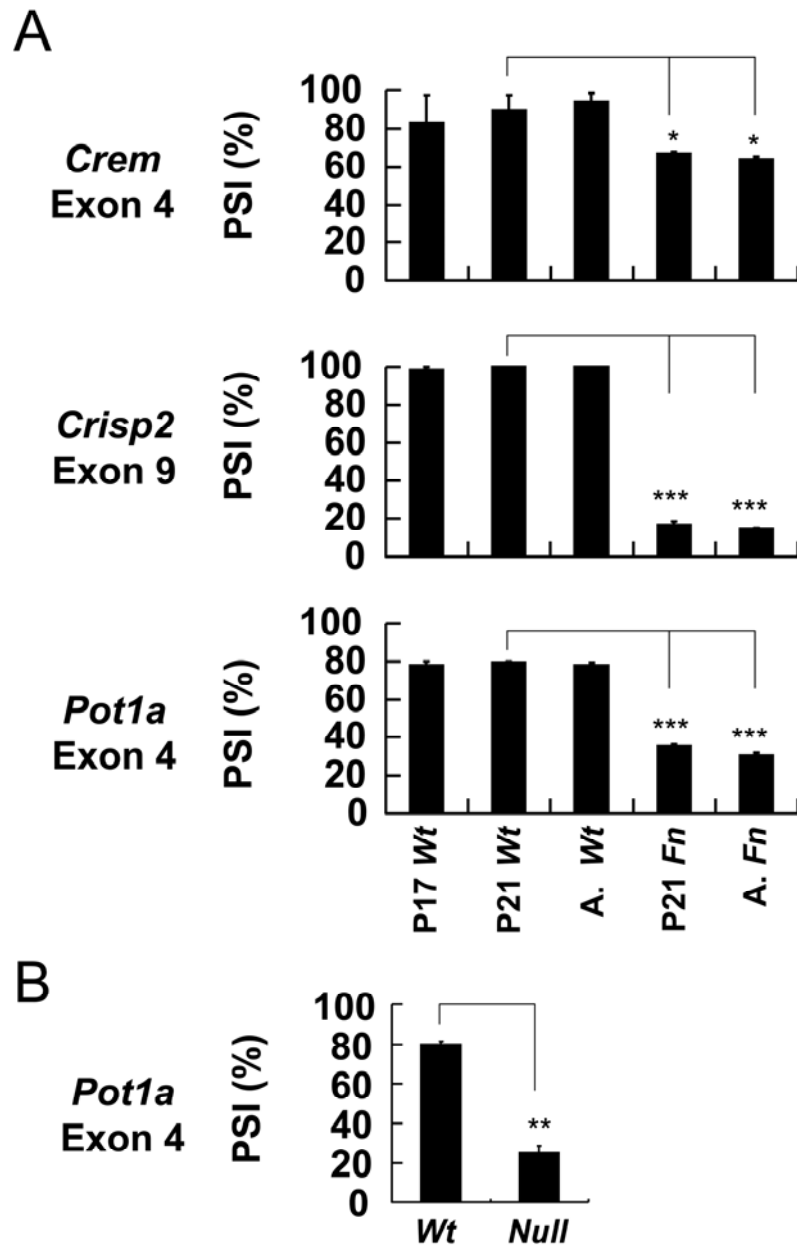

**Supplementary Figure S1.** Percentage of Splicing Inclusion (PSI) of DAZAP1 target exons. (A) *Crem*, *Crisp2*, and *Pot1a* transcripts in the testes of wild-type (*Wt*) and *Fn* mutant mice at various ages were RT-PCR amplified across the indicated exons as shown in Figure 1C, the fragments with and without the indicated exon were quantified to determine the PSIs. (B) *Pot1a* transcripts in MEFs derived from *Wt* and *Null* embryos were RT-PCR amplified across exon 4 to determine PSIs of exon 4. The results shown represent the average of three independent experiments. Statistical significance of the difference was determined using the paired t test. \* denotes  $p < 0.05$  and \*\*\* denotes  $p < 0.001$ .

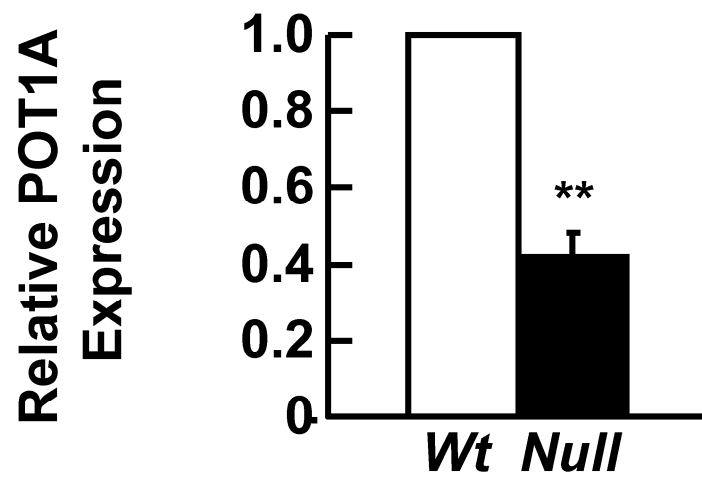

**Supplementary Figure S2.** Quantification of the relative levels of POT1A in MEFs derived from wild-type and *Dazap1 null* mutant embryos, as detected by western blotting shown in Fig. 2 in the main manuscript. The level of POT1A in the *Wt* MEF was used as the reference (1.0). The results shown represent the average of three independent experiments. Statistical significance of the difference was determined using the paired t test. \*\* denotes  $p=0.0039$ .

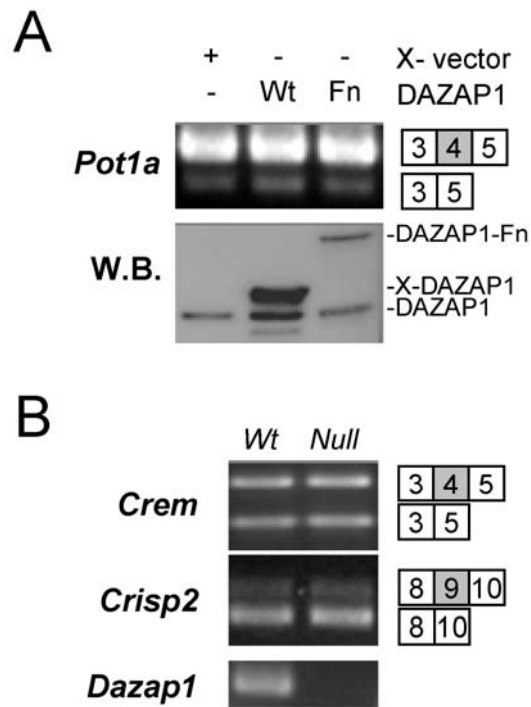

**Supplementary Figure S3.** Minigene splicing assay of DAZAP1 target exons. (A) COS7 cells were transfected with a *Pot1a* minigene together with an empty Xpress cloning vector (X-vector) or the expression vector for Xpress-tagged wild-type DAZAP1 (X-DAZAP1) or DAZAP1-Fn mutant. Twenty-four hours after transfection, the cells were harvested and the expression of the minigene was detected by RT-PCR. The endogenous and exogenous DAZAP1 proteins were detected by western blotting (W.B.) using an anti-DAZAP1 antibody. (B) MEF cells derived from *Dazap1* *Wt* and *null* mutant mice were transfected with *Crem* or *Crisp2* minigene and the expression of the minigenes was detected by RT-PCR. Additional RT-PCR shows the expression of *Dazap1* transcripts in *Wt* but not *null* MEFs.

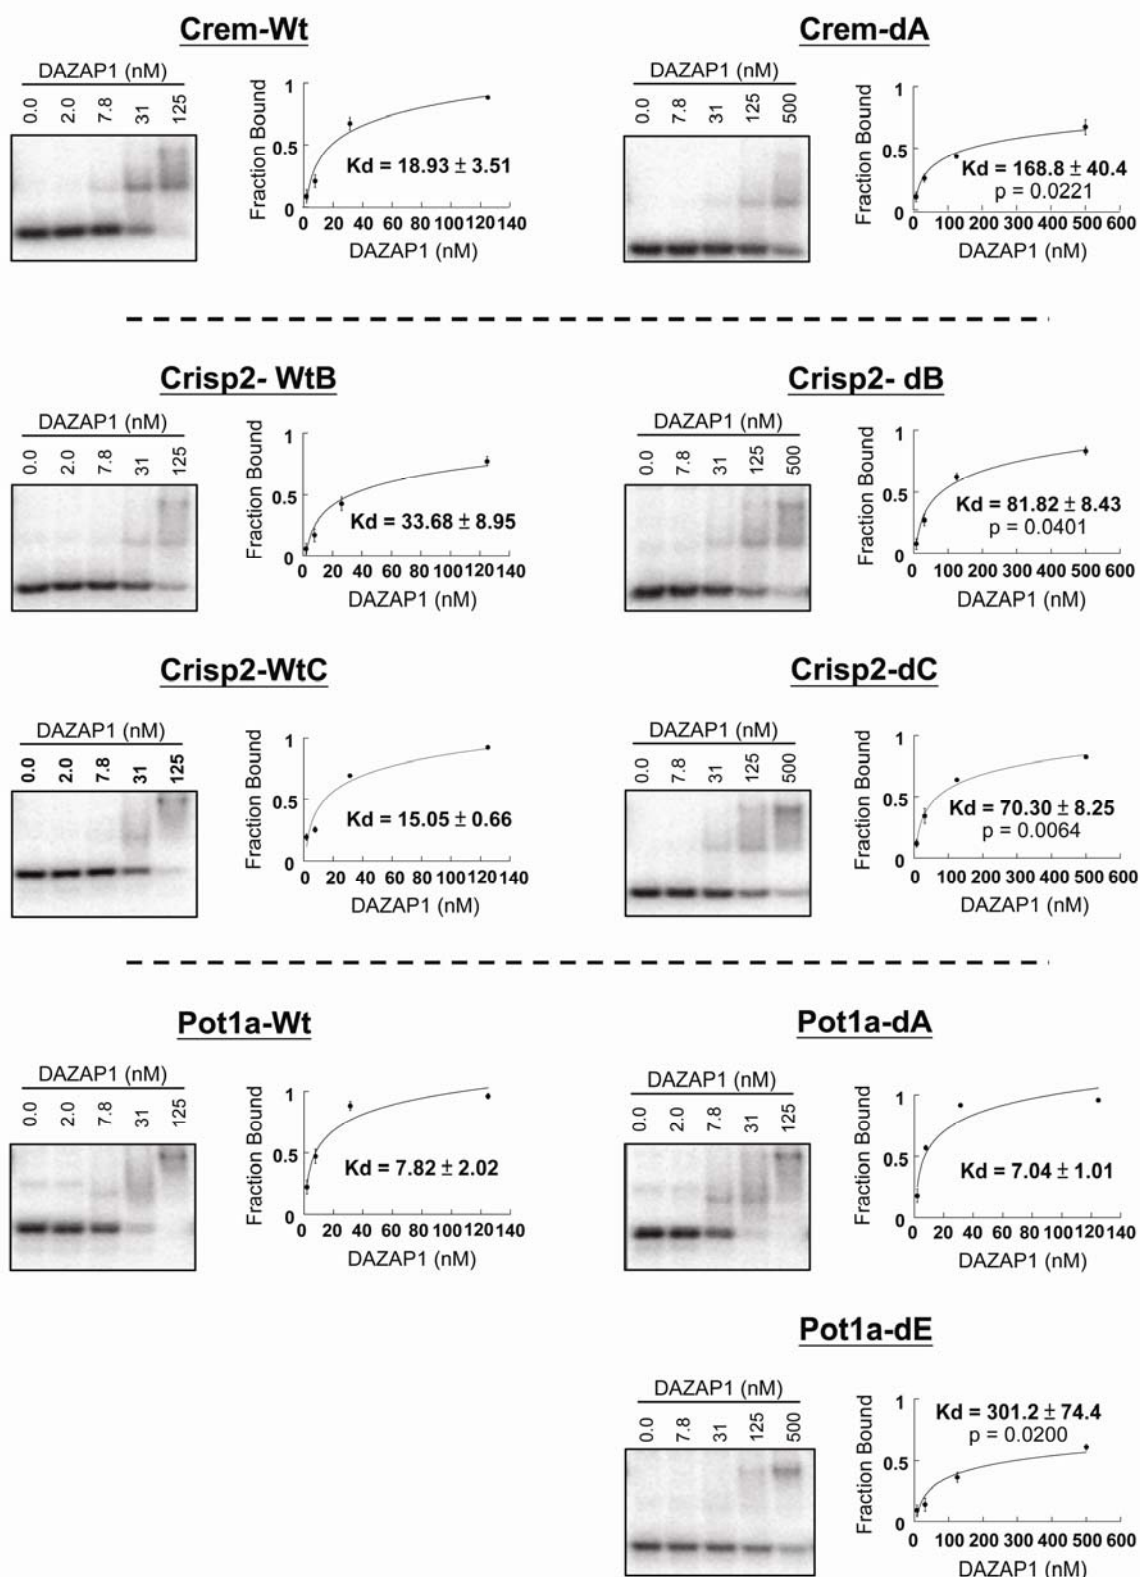

**Supplementary Figure S4.** Determination of the dissociation constants ( $K_d$ ) of DAZAP1-RNA binding.  $^{32}$ P-labeled RNA probes were incubated with various concentrations of GST-DAZAP1 and the mixtures were subjected to EMSA analysis. For each panel, the EMSA pattern is shown on left and

quantification of the bound fraction is shown on right.  $K_d$ , the protein concentration at which 50% of the RNA is bound, is indicated. The results shown represent the average of three independent experiments. Statistical significance of the difference between the  $K_d$ s of the probes without and with the deletion was determined using the paired t test.

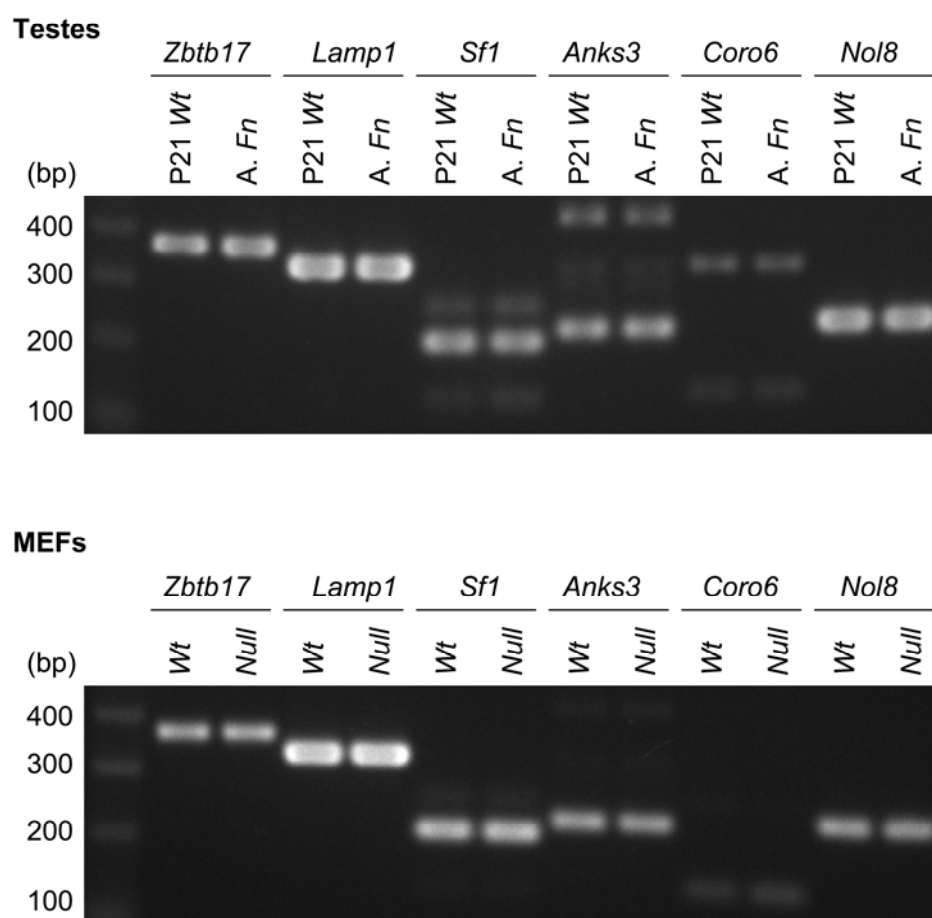

**Supplementary Figure S5.** RT-PCR analyses of the expression of various genes in the testes of P21 *Wt* mice and adult *Dazap1 Fn* mice (top panel), and MEFs derived from *Dazap1 Wt* and *null* mice (bottom panel). Sequences of the primers and PCR conditions are given in Supplementary Table S1.

How the deposited data were processed for this re-analysis (not part of the article)

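RNA of whole testes from 3 Wt and 3 Fn samples at postnatal day 21 was measured on 6 Affymetrix mouse expression arrays. The authors deposited MAS5 signals, a linear intensity per probe set. MAS5 is named in the submitters' processing notes without a version. The deposited table holds 45037 probe sets. The mean of the values of each array without the highest and lowest 2% was 498.3 to 498.5, so the arrays had been scaled to one level before deposit. The paper states that GeneSpring was used with a threshold of more than 2-fold, and its text names no test and no filter on dim probe sets for this array. Detection calls and control probe sets were not analysed here, so a planned comparison of control probe sets as a sign of RNA quality was not run.

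Gene names came from the platform annotation: 34945 probe sets named 1 gene, 932 named several and 9160 named none, and only the first kind was used for genes. Of these, 34741 had an identifier in the RefSeq table of mouse assembly GRCm38.p6, and 0 symbols needed an update. That table also gave the chromosome of each gene, for the X-linked genes only. The 1 value of 0 was set to 0.1 before the logarithm.

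Log2 intensities were analysed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend), Fn against Wt, over the 27022 probe sets whose mean log2 signal over the 6 arrays was at or above the 40th percentile. The p-values were adjusted by Benjamini-Hochberg. A gene was represented by its brightest probe set that names it alone, which gave 13447 genes. The filter uses the geometric mean over all arrays and so leaves out some genes that are bright in Wt and near the floor in Fn testes, such as Tssk2. With no detection calls used, a fold against a group whose geometric mean lies under the filter level is given as a bound, the brighter geometric mean over 48.0, with "at least". More than 2-fold means a ratio of geometric means beyond 2.

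Gene lists for 6 germ cell stages, 7 functions and 7 other cell types were fixed before the data were examined, along with the tests, the alternatives and the rule for named genes. That rule takes every gene the paper names, the 10 largest falls and the 10 largest rises among genes at an adjusted p under 0.05 whose 3 Fn values lie beyond the 3 Wt values and whose mean log2 signal is at or above the median of the probe sets tested (leaving out clone and predicted names), and up to 4 members of each list with the smallest p. Other genes named were chosen after their values were seen. Lists were tested with camera at a preset correlation of 0.01 and adjusted over the lists. Each camera call was lost with a correlation estimated from the arrays, whereas fry, which asks only whether a list moves one way, kept them.

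The labels number the samples of each genotype 1 to 3. The deviations from the group means of same-numbered Wt and Fn arrays correlated at 0.13, 0.12 and 0.16 across probe sets, and those of other pairs between -0.15 and 0.04, so the numbers were taken to pair the samples. The pairing comes from this check of the values, not from a statement of the paper. Replicates differed more than copies of one array would: Spearman correlations were 0.951 to 0.961 within a genotype and 0.897 to 0.914 between genotypes, and at most 0.27% of values were identical between 2 arrays. The number of arrays limits the precision.

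The steps were tested on simulated data with the spread of the real arrays, for Fn against Wt with 3 arrays each over 27022 probe sets. Of 50 genes made lower by 2 on the log2 scale 94% were recovered, of 50 made lower by 1 it was 72%, of 50 made higher by 1 it was 78% and of 50 made higher by 2 it was 92%. Of the calls, 4.55% were not simulated changes. Alternatives covered the scaling between arrays, the filter, a pseudocount, the prior variance, array weights, the probe set that stands for a gene, the threshold, the mean behind the 2-fold ratio, the replicate number as a block and leaving out each array.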

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

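The tests of scaling and of fewer late germ cells, with the wider sets of lists, the comparison with spermatogonia alone and the list of adipocyte genes, whole and without its largest rises, were chosen after the results were seen. The criterion for scaling was also changed after they were seen, from camera with an estimated correlation, which does not test scaling, to the difference after quantile normalization. For X-linked genes this was a further change, since their criterion had begun as a bound on the difference and was then set to camera, so neither test of scaling was fixed in advance. The 4 results here are shifts in groups of genes that the paper does not report. The paper does name the product of Dazl, in the list of differentiating spermatogonia, as a partner of DAZAP1.

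Sertoli cell genes had a median log2 change of 0.79 in Fn against Wt testes and genes of peritubular myoid and stromal cells one of 0.89, and the lists of spermatogonia, Leydig cells, macrophages and endothelium had medians above that of all genes as well. As a single set, the 95 genes of these 7 lists exceeded the median of all genes by 0.34 (95% bootstrap interval over genes 0.22 to 0.48), and 68 of them rose and 3 fell. One factor per array moves all genes alike and cannot shift a list against the others, and after quantile normalization, which could, the difference was 0.34 (interval 0.217 to 0.50), which argues against scaling, although camera with an estimated correlation, the criterion first set, gave p = 0.20 (1.0e-05 with the preset correlation). A lower share of late germ cells in Fn testes would raise the markers of every other cell type alike, and the medians of the 7 lists spanned 0.40, no more than regrouping their genes gives (permutation p = 0.321), but with early meiotic prophase, which these 7 leave out, they spanned 0.85 (p = 0.0249), and the p was 0.605 with the erythroid and epididymal lists and 0.216 with all 3. Fewer late germ cells may account for these rises but cannot be told apart from a change within the cells themselves, which was not tested, since the outcome depends on the lists compared and the arrays do not show which early prophase genes stay on in the later cells. Adipocyte genes, taken up below, had a median of 0.91. Whether adipose tissue adds to the rise of the myoid and stromal list was not tested.

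X-linked genes, by their chromosome in GRCm38.p6, had a median log2 change 0.71 above that of autosomal genes. Of 461 X-linked genes tested, 398 rose and 15 fell, and the X chromosome's median of 1.01 stood apart from those of chromosomes 1 to 19, which ran from 0.22 to 0.39. The highest median among 10000 autosomal lists matched on mean signal was 0.49, which argues against the signal level of X-linked probe sets, and after quantile normalization the difference was 0.71 (95% bootstrap interval over genes 0.669 to 0.74), which argues against scaling, although camera with an estimated correlation gave p = 0.145 (4.5e-16 with the preset correlation). Fewer late germ cells, in which the X chromosome is silenced from pachytene on, could also raise X-linked genes. X-linked genes exceeded 91 autosomal markers of somatic cells and spermatogonia by 0.36 (one-sided permutation p = 1e-05 over genes, the smallest that 100000 permutations can give). The excess over 22 autosomal markers of spermatogonia alone was 0.14 (one-sided permutation p = 0.0221 over genes). These permutations treat genes as independent, and markers of early prophase, before the silencing, were not compared. The spermatogonial lists also hold genes that fell, Dmrtb1 (-3.04) beside 10 that rose and Id4 (-0.57) beside 9. Whether fewer late germ cells account for all of the X-linked difference therefore cannot be told from this test. Weaker silencing of the X chromosome in Fn spermatocytes may contribute, as a hypothesis that these whole-testis arrays do not test and that X-linked against autosomal expression in isolated Fn and Wt pachytene spermatocytes would decide.

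Adipocyte genes, listed after Car3, Cyp2e1 and Pck1 were seen to rise, had a median log2 change of 0.91, with 12 of 15 genes higher and 1, the lipase gene Pnpla2, lower (adjusted p = 0.32 with the mean of probe sets). Of 20 genes listed, the 15 tested all had a Wt signal at or above the filter level, and 0 stand in another list. The abundant Fabp4 had 964.2 ± 727.2 in Wt and 3081 ± 987 in Fn, and Adipoq had 190.5 ± 88.1 and 648.2 ± 216.8 (SD, n = 3 each), with Wt replicate 2 the highest of the Wt arrays in both. A lower share of late germ cells would raise them by no more than testicular somatic markers, and they exceeded 72 such markers by 0.31 (one-sided permutation p = 0.0188 over genes), or by 0.30 in the 13 genes other than Fabp4 and Scd1, which were already among the largest rises (p = 0.0243), though the whole list was written after rises were seen. Adipose tissue carried over with the Fn testes may contribute, but the list exceeded the median of all genes by 0.59 with a camera p of 0.085 (0.42 with an estimated correlation), which left that explanation open, as is a difference in the fat of the mutants.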

How the results depend on the processing

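The alternatives named as added, the filter on the higher group mean and the joint median centring with 2-fold in each numbered pair, were chosen after seeing the data. Over all 19 alternatives per count, the genes lower at an adjusted p under 0.05 numbered 2724 to 3770 and those higher 4456 to 6633, those lower by more than 2-fold 1338 to 2713, and the selected genes lower 10 to 13. The genes higher by more than 2-fold moved most, to 748 with median centring, 881 with 75th percentile centring, 2572 with no filter, 508 with 2-fold in each numbered pair and 149 with the added median centring and 2-fold in each numbered pair. Without 1 array they numbered 1206 to 1983. Calls that were lower made up 35.5% of all calls on the deposited scale and 45.3% with median centring. The control probe sets were not analysed here, so the alternative that rests on them was not run.

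With the replicate number as a block, 3410 genes were lower and 6165 higher at an adjusted p under 0.05. Of the list and count calls, the block changed only that of differentiating spermatogonia, whose median stayed at 0.86 (adjusted p = 0.040). Among named genes it ended the calls of Dgat2 and Vwf and brought Hnrnpul1, Lcn5, Spink8 and Zbtb17 past the threshold, and it changed no other call.

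The camera calls of pachytene and diplotene spermatocytes, round spermatids and elongating spermatids, with medians of -1.97, -3.27 and -4.43, held under every alternative that was run for them but the estimated correlation, as did those of the piRNA, acrosome, axoneme, Sertoli, and myoid and stromal lists. The size of the fall moved more: over the alternatives the median ran from -4.05 to -2.26 for round spermatids and from -4.94 to -3.32 for elongating spermatids, and with the mean of probe sets it was -2.89 for the acrosome list and -2.66 for the axoneme list. The 60th percentile filter gave no value for the lists of elongating spermatids, erythroid cells and epididymis. Differentiating spermatogonia passed with medians of 0.80 after quantile normalization, 0.70 with median centring, 0.73 with 75th percentile centring, 0.86 with no filter and 0.82 with the mean of probe sets, and without 1 array the median ran from 0.68 to 1.03, passing without Wt replicate 1 (adjusted p = 0.039). Its adjusted p ran from 0.020 to 0.16 over 18 alternatives, and the cause of these changes was not tested. Fry, which compares a list with no other genes, called both spermatogonial lists, at 0.88 and 0.86, and the p53, splicing factor, shelterin, endothelial and erythroid lists. The X-linked difference ran from 0.63 to 0.76 over 15 alternatives. Of 133 named genes, 2126 of 2224 gene and alternative pairs kept their call, 80 lost it and 17 gained it. With the mean of probe sets the log2 change was -4.57 for Slco6c1, against -6.46, -2.26 for Zpbp, against -3.85, and 1.20 for Dlk1, against 2.24. Nr5a1 had -0.29 with the mean of probe sets (adjusted p = 0.66), against 0.71, and the cause was not tested.

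Of the 10 splits of the 6 arrays into 3 and 3, 1, the real one, gave 9362 genes at an adjusted p under 0.05 from limma, and the highest of the other 9 gave 0, with 17 to 127 genes at an unadjusted p under 0.05. Of these, 3 part all same-numbered pairs as the real one does, with at most 75 genes at an unadjusted p under 0.05, and the other 6 part 1 pair. Each of the other 9 splits mixes Wt and Fn arrays in both groups, so the genotype difference widens the spread within groups. Low counts then follow from the design, and the 0 does not measure chance. The splits are also too few for a share under 0.05. With groups under the filter level set to it, 1845 genes were lower and 1506 higher by more than 2-fold. Signals near the floor limit the folds of genes that are dim in Fn testes.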

Differences from the paper's values

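The paper states that approximately 260 genes were higher in Fn testes by more than 2-fold, whereas 1589 genes were here. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. They gave 508 with 2-fold in each numbered pair, 748 with median centring, 881 with 75th percentile centring, 1079 with quantile normalization, 1092 with the 60th percentile filter and 1206 to 2572 otherwise. Requiring more than 2-fold in each numbered pair on arrays centred on their medians, which was chosen after seeing the values, gave 149 genes. This is below the paper's value, and 12 of the selected genes were lower. Counted over probe sets in place of genes, that setting gave 301 higher, above the paper's value, and 2770 lower. In that unit the deposited scale gave 3110 higher, so the distance from the paper's value depends on the unit as well. For genes lower by more than 2-fold, where the paper states approximately 2000, 1872 were found here. The paper states that the 13 selected genes were lower, and 12 were called here. Tssk2, the remaining gene, was called with no filter, with a pseudocount and without Fn replicate 1, and with the filter on the higher group mean, which was chosen after seeing the values.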

Other observations

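The genes that the paper follows in other samples, by RT-PCR and exon arrays, were also read on these P21 arrays, which read each gene through a few probe sets and do not measure exon inclusion. Where these probe sets lie relative to the spliced exons is not given in the sources used here, so the changes of Crisp2 and Pot1a, with 1 probe set tested each, are those of the part read and not of the whole transcript. Crisp2, a cysteine-rich protein of the sperm acrosome and tail, went from 13659 ± 1125 in Wt to 1209.5 ± 249.7 in Fn (SD, n = 3 each), a log2 change of -3.51 (adjusted p = 1.6e-07 from limma). Pot1a, a telomere-binding protein, went from 419.5 ± 60.0 to 642.2 ± 25.7 (SD, n = 3 each), a log2 change of 0.62, or 0.30 relative to the median of all genes (adjusted p = 0.0031 from limma). By RT-PCR the paper found total Pot1a transcripts comparable in P21 Fn testes, whereas this probe set rose. For Crisp2 in those testes it found less full-length transcript and a high level of one lacking exon 9. Whether the Crisp2 probe set reads the shorter transcript is not known here. Of the mouse genes that match the human splicing targets the paper names, Nol8 fell by 0.70 (adjusted p = 5.8e-05) and Lamp1 by 0.28 (adjusted p = 0.012, but 0.16 after quantile normalization and 0.059 without Fn replicate 1, with 0.0020 to 0.16 over 17 settings). The brightest probe set of Sf1 had a log2 change of 0.11 (adjusted p = 0.17) and another had -0.64 (adjusted p = 0.010). Zbtb17 had -0.37 (adjusted p = 0.10, but 0.034 after quantile normalization and 0.044 with the replicate number as a block, with 0.034 to 0.51 over 17 settings) and Anks3 0.44 (adjusted p = 0.24), and Coro6 was under the filter. The spermatid gene Odf1 went from 1031 ± 260 to 17.9 ± 8.8 (SD, n = 3 each), at least 21.0-fold lower against the filter level, Tnp1 was under the filter and Camk4 had a log2 change of 0.06 (adjusted p = 0.90).

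Of 29 splicing factors and DAZAP1 partners, 13 rose and 4 fell, with a median log2 change of 0.19, which is -0.13 relative to all genes although camera's direction was up (adjusted p = 0.66). Hnrnpul1 had a log2 change of -0.27 (adjusted p = 0.051, or 0.014 with the replicate number as a block). Ddx20 fell by 0.81 and Ptbp2, a splicing repressor of neurons and germ cells, by 0.72, whereas Hnrnpab rose by 0.58 and Hnrnpa1 by 0.82. Of 8 shelterin and telomerase genes, 3 rose and Acd fell (median 0.17, or -0.15 relative to all genes, camera adjusted p = 0.88). Dkc1 had the largest rise in this list, 1.21, beside Terf2ip and Pot1a. Terf2ip had an adjusted p of 0.14 with the mean of probe sets and Acd one of 0.093 without Fn replicate 1, the highest over 17 settings each. Of 5 paraspeckle genes, 2 rose and 2 fell (median -0.07, camera adjusted p = 0.88). Nono rose by 1.04 and Sfpq by 0.55, while Pspc1 fell by 0.34 and the paraspeckle RNA Neat1 by 0.81. With the mean of probe sets Sfpq and Neat1 had adjusted p values of 0.21 and 0.38, the highest over 17 settings each. Of 12 genes of the p53 response, 9 rose and 2 fell, Mdm2 and Zmat3, with a median of 0.74, or 0.42 relative to all genes, and camera gave an adjusted p of 0.17. Ccng1 rose by 1.53, the proapoptotic gene Pmaip1 by 1.42 and Phlda3 by 1.05. Adjusted over the list alone, the counts of these 4 lists were the same.

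Of the genes higher by more than 2-fold, 44.4% lay in the dimmest tercile of the genes tested, against 38.7% of the genes lower by more than 2-fold. The first share is between the bounds set for this test, which was chosen after the count was seen, so whether dim probe sets account for the rises cannot be told apart from other causes.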
